# Transcriptomic analysis of *Staphylococcus xylosus* in the presence of nitrate and nitrite in meat reveals its response to nitrosative stress

**DOI:** 10.3389/fmicb.2014.00691

**Published:** 2014-12-15

**Authors:** Aurore Vermassen, Anne de la Foye, Valentin Loux, Régine Talon, Sabine Leroy

**Keywords:** *Staphylococcus xylosus*, starter, nitrate, nitrite, transcriptome, nitrosative stress, meat

## Abstract

*Staphylococcus xylosus* is one of the major starter cultures used for meat fermentation because of its crucial role in the reduction of nitrate to nitrite which contributes to color and flavor development. Despite longstanding use of these additives, their impact on the physiology of *S. xylosus* has not yet been explored. We present the first *in situ* global gene expression profile of *S. xylosus* in meat supplemented with nitrate and nitrite at the levels used in the meat industry. More than 600 genes of *S. xylosus* were differentially expressed at 24 or 72 h of incubation. They represent more than 20% of the total genes and let us to suppose that addition of nitrate and nitrite to meat leads to a global change in gene expression. This profile revealed that *S. xylosus* is subject to nitrosative stress caused by reactive nitrogen species (RNS) generated from nitrate and nitrite. To overcome this stress, *S. xylosus* has developed several oxidative stress resistance mechanisms, such as modulation of the expression of several genes involved in iron homeostasis and in antioxidant defense. Most of which belong to the Fur and PerR regulons, respectively. *S. xylosus* has also counteracted this stress by developing DNA and protein repair. Furthermore, it has adapted its metabolic response—carbon and nitrogen metabolism, energy production and cell wall biogenesis—to the alterations produced by nitrosative stress.

## Introduction

Staphylococci are commensals of the skin and mucous membranes of animals and are found in various niches (Kloos et al., 1976; Nagase et al., 2002). Products of animal origin are naturally contaminated by staphylococci. *Staphylococcus xylosus* is one of the three species frequently isolated from cheeses and dry fermented sausages (Coton et al., 2010). Furthermore, *S. xylosus* is commonly used as starter culture in meat fermentation (Talon and Leroy, 2011). This bacterium contributes to the development of flavor through its antioxidant properties and degradation of amino acids (Barrière et al., 2001a,b, 2002; Talon et al., 2002). But its main function in cured products is to reduce nitrate to nitrite which is necessary for the development of color and flavor. In fermented meat products, nitrite is then reduced by chemical reactions to nitric oxide (NO), which interacts with myoglobin to form nitrosomyoglobin, which gives the meat a stable red color (Gøtterup et al., 2007). Nitrite is responsible for the production of the characteristic flavor of cured meat through complex mechanisms not entirely understood. Furthermore, nitrite and derived compounds act in meat as an antioxidant preventing lipid oxidation and therefore the development of rancid off-flavors (Cammack et al., 1999). Besides its role in color and flavor formation, nitrite preserves meat products against growth of undesirable anaerobic bacteria and some pathogenic bacteria (Tompkin, 1995).

The reduction of nitrate and nitrite is well described in laboratory media for *Staphylococcus carnosus*, another meat starter culture (Neubauer and Götz, 1996). Compared with *S. carnosus*, the nitrate reductase activity of *S. xylosus* is poorly characterized and the nitrite reductase has not been described. Most strains of *S. xylosus*, like other meat-associated staphylococci, have a nitrate reductase activity (García-Varona et al., 2000; Mauriello et al., 2004).

Cured meat products have been manufactured using nitrate and nitrite since ancient times. In most countries, the use of nitrate and nitrite, usually added as potassium or sodium salts, is controlled in cured meat. Added or residual amounts are regulated by laws. A European parliament and council directive (directive 2006/52/EC) established limits of 150 mg nitrite/kg and 300 mg nitrate/kg for non-heated meat products. The limits on residual amounts are 50 mg nitrite/kg and 250 mg nitrate/kg in dried meat products (Honikel, 2008). Nitrate (after its conversion to nitrite) and nitrite have various valuable properties, but their safety is still questioned because of their contribution to the formation of carcinogenic nitrosamines. The current aim is to further restrict the use of nitrate and nitrite in meat products. Functional starter cultures may be useful to reduce the levels of nitrate and nitrite as suggested by Leroy et al. (2006). However, the impact of these curing agents on the physiology of the starter cultures in meat is still unknown.

In this study, we characterized the transcriptomic effects of nitrate and nitrite at the levels used in the meat industry on the physiology of *S. xylosus* directly in a meat model, thereby establishing for the first time the *in situ* response to these additives. The transcriptome was analyzed in meat incubated in conditions that mimic the fermentation step in sausage manufacturing. The nitrosative stress generated by addition of nitrate and nitrite may trigger defense mechanisms developed by *S. xylosus*. One concerns modulation of the expression of several genes involved in iron homeostasis and the other concerns genes involved in antioxidant defense. Furthermore, this stress modifies the expression of several genes involved in carbon and nitrogen metabolism, energy production, cell wall biogenesis, and DNA and protein repair.

## Materials and methods

### Bacterial strain and culture conditions

The *S. xylosus* C2a strain is derived from the type strain DSM20267 cured of its endogenous plasmid pSX267. We used this laboratory strain as it is the only one with some genetic background. Moreover, its complete genome has been sequenced (LN554884). The strain was cultured overnight at 30°C in a minimal medium (Fiegler and Brückner, 1997). The culture was centrifuged and the cell pellet was resuspended in physiological serum and used to inoculate the meat model with 10^7^ CFU/g of meat. To evaluate the inoculum and growth of *S. xylosus* in meat, bacteria were enumerated after serial dilutions on plates of brain-heart infusion agar (Difco Laboratories, Detroit, MI), which were incubated at 30°C for 24 h.

### Meat model

Frozen vacuum-packed ground pork meat sterilized by irradiation (15 kGy) was used. After thawing the meat at 4°C, two batches were prepared. One batch with nitrate and nitrite was prepared as follows per kg of meat: 5 g of glucose, 27.7 g of NaCl, 0.18 g of KNO_3_, 0.03 g of NaNO_2_. The second batch was prepared as before but without nitrate and nitrite. After inoculation with *S. xylosus*, each batch was distributed in glass Petri dishes and incubated at 22°C in a wet atmosphere for up to 72 h. Three independent experiments were done.

### Analytical methods

The samples were analyzed at 6 times of incubation (0, 2, 8, 24, 48, and 72 h): measurement of meat pH (pH meter MP230, Mettler Toledo/ sonde Inlab 413,Viroflay, France), evaluation of nitrate and nitrite concentrations in meat by reducing nitrate to nitrite with metallic cadmium and by addition of sulphanilamide chloride and N-(1-naphthyl)-ethylene-diamine dihydrochloride plus measurement of absorbance at 538 nm (NF V04-410), and visual evaluation of meat surface color.

### Total RNA extraction

At 24 and 72 h of incubation, several aliquots of 200 mg meat samples were taken from each batch of the three independent experiments and immediately frozen in liquid nitrogen to stabilize the bacterial RNA. For RNA extraction, 1.25 mL of Trizol reagent (Invitrogen, Cergy Pontoise, France) was added to the meat sample. The samples were transferred to tubes containing 800 mg of zirconia-silica beads (0.1 mm diameter) used to break the bacterial cells and were vigourously shaken in a bead beater (FastPrep, MP Biomedicals, Illkirch-Graffenstaden, France), after which 280 μL of chloroform was added. After centrifugation, the upper phase containing RNA was collected and a mixture of acid phenol/chloroform/isoamyl alcohol (25/24/1) was added. After centrifugation, the upper phase was purified with the Nucleospin RNA II kit (Macherey Nagel, Hoerdt, France) according to the manufacturer's instructions. A supplementary treatment was performed with Turbo DNAse (Ambion, Austin, TX) to remove all traces of contaminating DNA. The absence of *S. xylosus* genomic DNA contamination was verified by PCR targeting the *rpoB* gene. Total RNA isolated was quantified using a Nanodrop 1000 (Thermo Fisher Scientific, Wilmington, DE) and RNA quality was analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) according to the manufacturer's instructions. The RNA was stored at −80°C.

### RNA labeling and microarray

We have developed a DNA microarray specific to *S. xylosus* C2a based on an Agilent technology microarray. This array has 19,805 probes targeting the whole *S. xylosus* C2a genome. On average there are 6–10 probes per gene. A complete description of the array is available at the NCBI Gene Expression Omnibus (GEO) database under platform accession number GPL19201.

RNA from each sample was reverse transcribed to cDNA with SuperScript Reverse Transcriptase according to the manufacturer's instructions (Invitrogen). The RNA-cDNA hybrids were then digested using RNAse H (Invitrogen). The cDNA was labeled with Cy3 dCTP or Cy5 dCTP using the Bioprime DNA kit according to the manufacturer's instructions (Invitrogen). Unincorporated Cy-dye was removed using a CentriSep column (Applied Biosystems, Warrington, United Kingdom) and dye swap experiments were performed. Cy3/cDNA and Cy5/cDNA were mixed with Agilent hybridization buffer and hybridized at a temperature of 60°C for 17 h in a dedicated hybridization oven. After washing and drying, microarrays were scanned in a SYS-SN-ARRAY Agilent Microarray Scanner (5-μm resolution) with a coefficient of photomultiplication of 30%.

### Microarray data analysis and statistical treatment

Microarrays were analyzed by the Feature extraction software (Agilent, version 9.1.3.1) in 3 steps: localization of the spots, segmentation of the pixels and extraction of qualitative and quantitative data. These data were filtered to remove spots that were saturated or of poor quality. Within each array, Cy3/Cy5 log-ratios were normalized to correct for the mean spot intensity-dependent dye effect. Significant differences in the probe set intensities between the two conditions were identified using a linear model with an empirical Bayes method using all information probes to moderate the standard errors of the estimated log-fold changes (Smith, 2004). The probabilities were corrected by the Benjamini-Hochberg procedure in order to control the false-discovery rate (FDR) with a *p*-value cut-off of 0.05. All the probes with an FDR ≤ 0.05 are considered to be differentially expressed. Finally, one gene was considered to be differentially expressed if at least 66% of the corresponding probes were differentially expressed.

### Quantitative PCR (qPCR)

qPCR was used to validate the microarray analysis and was performed using Real Plex Master Cycler (Eppendorf, Hamburg, Germany) with IQ™ SYBR®Green Supermix (Bio-Rad, Hercules, CA). Thermal cycling consisted of 30 s at 95°C, followed by 40 cycles of 15 s at 95°C and 60 s at 60°C. The targeted genes and primer sequences are listed in Supplementary Table 1. All genes were quantified in duplicate for the three independent experiments. The analyses were performed on the same batches of RNA as those used for the microarray experiments. The housekeeping gene *rpoB* was used as reference gene for normalization. Results were calculated using the comparative cycle threshold method (Pfaffl, 2001).

### Microarray data accession number

The microarray samples and data have been deposited in the GEO database under accession number GSE61514.

## Results and discussion

### Behavior of *S. xylosus* in the meat model

Bacterial growth was similar in the two batches of meat with or without nitrate and nitrite in the three independent replicates. Inoculated at 5 × 10^7^ CFU/g, the growth of *S. xylosus* was exponential until t_24h_ when the population reached 9 × 10^8^ CFU/g. It remained in the stationary phase until the end of the experiment (Supplementary Figure 1). These results differ from those of Neubauer and Götz (1996) showing that nitrate and nitrite promote the growth of *S. carnosus*. However, Neubauer and Götz's experimental conditions differed greatly from ours: *in vitro* in laboratory media vs. *in situ* in our meat model, and nitrate (25 mM) and nitrite (2 mM) concentrations that were very high compared with the 0.18 mM and 0.09 mM, respectively, we used.

The pH was measured at each point between t_0h_ and t_72h_. As expected, only a weak acidification was observed in the meat model. The pH values were near 5.9 at t_0h_ and near 5.7 at t_72h_. Addition of nitrate and nitrite had no effect on acidification in the meat. In our experiments, pH was less acid than in fermentation carried out in the presence of lactic acid bacteria, in which the pH can range from 4.5 to 5.3 (Demeyer et al., 2000).

Nitrate and nitrite were not detected in the batch prepared without nitrate and nitrite, whereas the initial concentrations of nitrate (180 mg/kg of meat) and nitrite (30 mg/kg of meat) added to the meat model were found at t_0h_. Nitrate concentration decreased to 31 mg/kg of meat until t_24h_ and remained at 25 mg/kg until t_72h_. Concomitantly, the nitrite concentration rose to 133 mg/kg of meat at t_24h_ and then decreased slowly to 92 mg/kg of meat at t_72h_.

In parallel, a sharp color difference was observed between the two batches. In the presence of nitrate and nitrite at t_72h_, the meat was red because of the formation of nitrosylmyoglobin (MbFeIINO), while the meat in the other batch was brown due to the production of metmyoglobin (data not shown). In meat, the nitrite undergoes chemical reactions that lead to reactive nitrogen species (RNS), including NO (Honikel, 2008; Hammes, 2012). These RNS as well as reactive oxygen species (ROS) can interact with and damage numerous targets, including thiols, metal centers, tyrosine residues, nucleotide bases and lipids (Gaupp et al., 2012).

### Transcriptomic analysis and validation

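*S. xylosus* C2a was incubated in meat at 22 °C with potassium nitrate (0.18 g per kg) and sodium nitrite, or without either salt, and its transcripts were compared on 2-colour oligonucleotide arrays at 24 h and 72 h. Sodium nitrite is given as 0.03 g per kg in the paper's methods and as 0.06 g per kg in the sample labels. Each array held the extract with and the extract without the salts of 1 biological replicate, 1 labelled with Cy3 and the other with Cy5. Each pair of extracts was hybridised on 2 arrays with the dyes exchanged, so that 3 replicates per time gave 6 arrays per time and 12 in all. The scanner output gives both signals of 30258 features per array, of which 1417 are marked as controls by the scanner software, 50 are negative control spots, 8987 are intergenic probes and 19804 are probes of 2641 genes, with a median of 9 probes per gene. The median gene probe signal lay between 458 and 707 in Cy3 and between 867 and 2432 in Cy5 on the arrays of 24 h. On the arrays of 72 h it lay between 332 and 612 in Cy3 and between 701 and 1646 in Cy5. Between 72.6% and 90.9% of the gene probes at 24 h, and between 60.3% and 87.4% at 72 h, lay more than 2.6 SD above the mean of the negative control spots in both channels.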

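Signals were corrected for background (normexp, offset 50), the log2 ratio of the dyes was normalised by loess within each array, and spots that the scanner software marked as saturated or as outliers were left out. Ratios were turned to with over without nitrate and nitrite, and the 2 dye-swapped arrays of the same extracts were averaged, which leaves n = 3 replicates per time. The number of arrays limits the precision. Each probe was tested with limma in 1 model of both times, and p was adjusted over the probes by the Benjamini-Hochberg procedure. A gene was called differentially expressed when at least 66% of its tested probes passed an adjusted p of 0.05 in the same direction. The log2 ratio of a gene is the mean over its probes, taken in each replicate and given as mean and SD of the 3 replicates. The adjusted p of a gene comes from a separate limma test of these means over all 2641 genes. A gene can therefore have an adjusted p under 0.05 and not be called, because fewer than 66% of its probes passed.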

A total of 627 genes were differentially expressed at t_24h_ and t_72h_ in the presence of nitrate and nitrite *in situ* in meat. This represented close to 24% of the 2634 total predicted genes in strain C2a. 

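At 24 h, at 72 h or at both, 316 of the 2641 genes on the array were called, a share of 12.0%. The choice that moved this count most among those made before the data were examined was the treatment of the dye-swapped arrays. With the 6 arrays of a time taken as independent and a dye effect fitted for each probe, 1060 genes were called, or 40.1%. Testing the mean of each gene's probes in place of the share of probes gave 593 genes. Leaving out 1 replicate per time lowered the count to 0 without replicate 1, to 3 without replicate 2 and to 148 without replicate 3. The 0 genes of limma without replicate 1 stand beside 441 genes at 24 h and 371 at 72 h with an unadjusted p under 0.05.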

There were 466 genes at t_24h_ with 222 up- and 244 down-regulated and 241 genes at t_72h_ with 112 up- and 129 down-regulated. 

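At 24 h, 240 genes were called, 110 up and 130 down. At 72 h there were 95, of which 46 were up and 49 down. The probes that passed numbered 1154 up and 1266 down at 24 h, and 535 up and 534 down at 72 h. Testing the mean of each gene's probes gave 460 genes at 24 h and 200 at 72 h, and an unadjusted p under 0.05 was reached by 915 and 744 genes. When limma was fitted to each time on its own, 402 genes were called at 24 h and 0 at 72 h, where 476 genes had an unadjusted p under 0.05. Without replicate 3 the count was 76 at 24 h and 76 at 72 h, and without replicate 2 it was 3 and 0. Without replicate 1, no gene was called at either time. Of the 106 values that Table 1 lists at 24 h for the genes found on the array, 47 were called, and of the 67 at 72 h, 23. None of the values of Table 1 was called without replicate 1 or without replicate 2. Without replicate 3, 16 of the 47 and 11 of the 23 kept their call. The median SD of a gene over the replicates was 0.18 at 24 h and 0.30 at 72 h on the log2 scale. In all 3 replicates the direction was the same for 1761 genes (66.7%) at 24 h and 1159 (43.9%) at 72 h, where chance gives 25%.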

Only 80 common genes were differentially expressed at the two times of incubation. 

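Called at both times were 19 genes, 18 in the same direction and 1 in opposite directions. With the 6 arrays of a time taken as independent and a dye effect for each probe there were 175, and without replicates 1, 2 and 3 in turn there were 0, 0 and 4. Across the 2641 genes, which are not independent replicates, the log2 ratios at 24 h and 72 h had a Pearson correlation of 0.206 and a Spearman correlation of 0.176. Without replicate 3 the Pearson correlation was 0.130. A call at 1 time and not at the other does not show that the change differs, so the difference between the times was tested for each gene in the same model. It passed an adjusted p of 0.05 for 174 genes, 117 with the higher ratio at 72 h and 57 with the lower. Each slide held the arrays of the same replicate number at both times. With slides as a block, 3 genes passed, *padA*, *lcdH* and SXYL_00487, beside 626 with an unadjusted p under 0.05. Leaving out replicates 1, 2 and 3 in turn gave 0, 3 and 0 such genes in limma, beside 335, 481 and 850 with an unadjusted p under 0.05. Of the 79 genes that Table 1 lists at 1 time, 18 passed over all genes and 38 when adjusted over the list alone, or 0 and 27 in limma with slides as a block, beside 42 with an unadjusted p under 0.05. This is not independent evidence because the list was chosen from these samples.

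**Figure D1:**
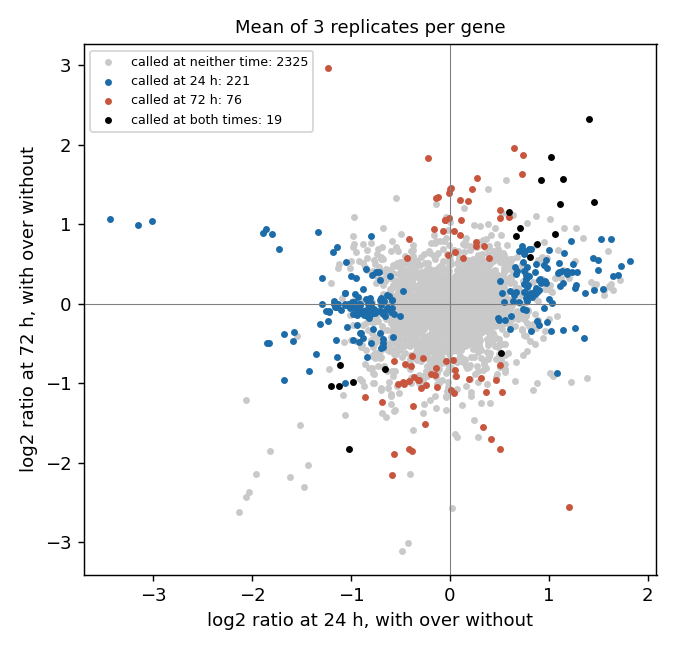
Log2 ratio with over without nitrate and nitrite of each of the 2641 genes at 24 h (horizontal axis) and 72 h (vertical axis), as the mean of 3 replicates. Colours mark the genes called at either time, and the 19 called at both are black.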

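The array files list genes by the array's own identifiers, and neither the files nor the supplementary tables pair these with gene names. Names were therefore attached through the authors' own values. For each of the 627 genes of Supplementary Table 2, the authors' mean ratio, SD over probes and share of probes were compared with those of the deposited ratios of every array gene. Exactly 1 array gene matched for 604 genes, and more than 1 for 23, which stayed unnamed unless a primer identified them. The 604 pairs follow the same order by locus number and by array number, where the longest ordered chain in 1000 shuffles held 54. Of the genes tested by qPCR, 14 have a primer with at least 15 bases in a probe, and for 11 of 11 that were also paired by values the array gene was the same. Because the pairs rest on those ratios, the sign of a named gene's change is not independent of the study's list. Of the genes that the study lists, 448 at 24 h and 237 at 72 h were paired with an array gene, and 192 and 79 of these were called. All had the sign listed. The other 48 genes called at 24 h and 16 at 72 h are not among them, and some may be listed genes that could not be paired.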

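Among the genes called with the same direction in every replicate, those with the largest changes at 24 h included 3 that fell together, *lcdH* at -3.44 ± 0.67 (adjusted p = 0.0040, down in 3 of 3 replicates), SXYL_00485 at -3.15 ± 0.63 (adjusted p = 0.0040) and SXYL_00487 at -3.01 ± 0.56 (adjusted p = 0.0040), as log2 ratios with SD over n = 3. These 3 were still called without replicate 2, and not without replicate 1. The genes that rose most at 24 h included SXYL_01086 at 1.73 ± 0.19 (adjusted p = 0.0040, up in 3 of 3 replicates), SXYL_00560 at 1.70 ± 0.75 (adjusted p = 0.0122) and SXYL_02583 at 1.63 ± 0.27 (adjusted p = 0.00814). At 72 h the largest rise was that of *padA* at 2.96 ± 0.69 (adjusted p = 0.0131, up in 3 of 3 replicates). An array gene without a name here was at 1.96 ± 0.69 (adjusted p = 0.0196) and was not called without replicate 3. The largest falls at 72 h were those of SXYL_00429 at -2.56 ± 0.10 (adjusted p = 0.0107, down in 3 of 3 replicates), SXYL_02014 at -2.15 ± 0.13 (adjusted p = 0.00253), *metN2* at -1.89 ± 0.15 (adjusted p = 0.00253) and SXYL_02013 at -1.86 ± 0.08 (adjusted p = 0.00253). No probe of *lcdH* and SXYL_00487 at 24 h, or of SXYL_02014, *metN2* and SXYL_02013 at 72 h, lay more than 2.6 SD above the 50 negative control spots in both channels on all 6 arrays.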

All the genes that passed our selection criteria are listed in Supplementary Table 2.

To validate the microarray analysis independently, the relative expression of 38 differentially expressed genes representing 6% of genes with significantly modified expression was measured by qPCR. 

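The log2 ratios here were set against the log2 of the qPCR ratios in Supplementary Table 1, the paper's own values. This was done for 37 of its 38 genes. The other is printed as *gecT*, a name under which no array gene was paired, and was left out. It may be *gcvT*, which was paired. At 24 h the comparison held 30 genes, with a squared correlation across genes of 0.896 and a slope of 1.10. At 72 h it held 18 genes, with 0.860 and a slope of 0.878. The slope is that of a line through the origin, and the squared correlation is not bound to that line. Computed this way, the array ratios printed in Supplementary Table 1 gave 0.869 and a slope of 1.01 at 24 h. At 72 h they gave 0.884 and 0.864. These also differ from the values the paper states, so a gap to those does not come from the arrays alone. Genes are not independent replicates. The sign was the same for 30 of 30 genes at 24 h and 18 of 18 at 72 h. Without replicate 1 the values at 24 h were 0.777 and 0.944, and without replicate 3 those at 72 h were 0.722 and 0.668. Without replicate 2 the slope at 72 h was 1.07.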

The microarray and qPCR results for the tested genes were strongly correlated at 24 h (*r*^2^ = 0.806; slope = 1.061) and 72 h (*r*^2^ = 0.848; slope = 0.886) and the expected trend in the expression pattern was confirmed (Figure 1).

**Figure 1:**
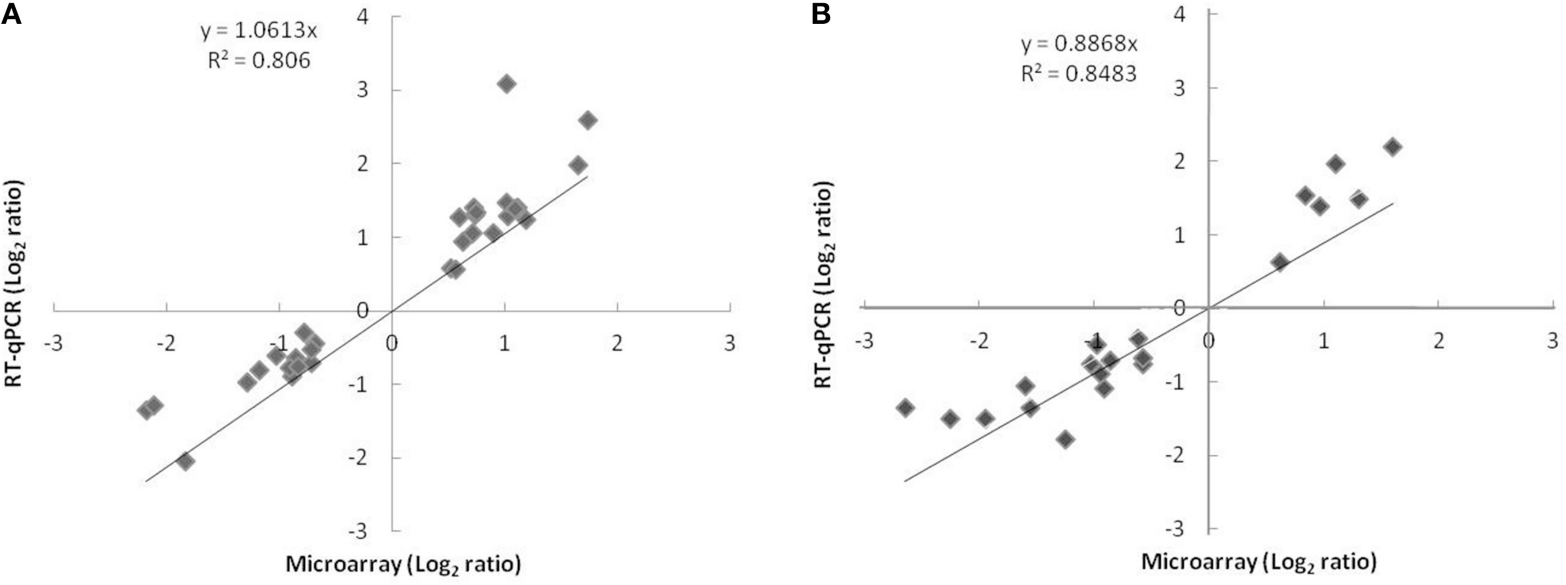
**Comparison of log2 expression ratios of 38 differentially regulated genes measured by using microarray and qPCR at t_24h_ (A) or t_72h_ (B)**. Positive and negative log2 expression ratios represent up- and down-regulation in the presence of nitrate and nitrite. Each data point is calculated from averages of biological triplicates.

### COG distribution in the transcriptome

The COG distribution of genes up- or down-regulated in response to RNS generated from nitrate and nitrite is shown in Figure 2. The most represented groups are genes involved in information storage and processing, cellular processes and metabolism. Many of the differentially regulated genes are unclassified or belong to the category “function unknown” [S] or “general function prediction only” [R]. 

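The category letters are those of Supplementary Table 2 and are known for 92 of the 110 genes called up at 24 h (83.6%), and at 72 h for 40 of the 46 called up (87.0%) and 40 of the 49 called down (81.6%). Of the genes with a letter, R was held by 27 up at 24 h (29.3%), by 12 up at 72 h (30.0%) and by 15 down at 72 h (37.5%). S was held by 15 up at 24 h (16.3%), by 4 up at 72 h and by 5 down at 72 h. For the genes called down at 24 h a letter is known for 99 of 130 (76.2%), under the 80% taken as the minimum, and their shares are not given. Because letters come from the study's own list, the genes called here and not paired with a listed gene have none.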

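Besides R and S, the 92 genes with a letter that were called up at 24 h held 11 of category P (12.0%), 8 of E (8.70%), 6 of K (6.52%), 4 each of G, H and L, and 3 each of C and O. No enrichment was tested, because letters are known for listed genes alone and the background of all genes has none.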

At t_24h_, for the up-regulated genes, the most-well represented categories were transcription [K], post-translational modification, protein turnover, and chaperones [O], amino acid transport and metabolism [E], carbohydrate transport and metabolism [G], inorganic ion transport and metabolism [P]. For the down-regulated genes, the 4 dominant categories were cell wall/membrane/envelope biogenesis [M], energy production and conversion [C], amino acid transport and metabolism [E] and translation, ribosomal structure, and biogenesis [J]. 

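At 72 h, the 40 genes with a letter that were called up held 9 of category P (22.5%), 4 of F and 2 each of E, K, L and O besides R and S. The 40 called down held 5 of C (12.5%), 4 of E (10.0%), 3 of J and 2 of F besides R and S. With so few genes per category, a difference between the 2 directions was not tested. When each time was fitted on its own, 0 genes were called at 72 h in limma.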

We observed a similar distribution for up- and down-regulated genes at t_72h_.

**Figure 2:**
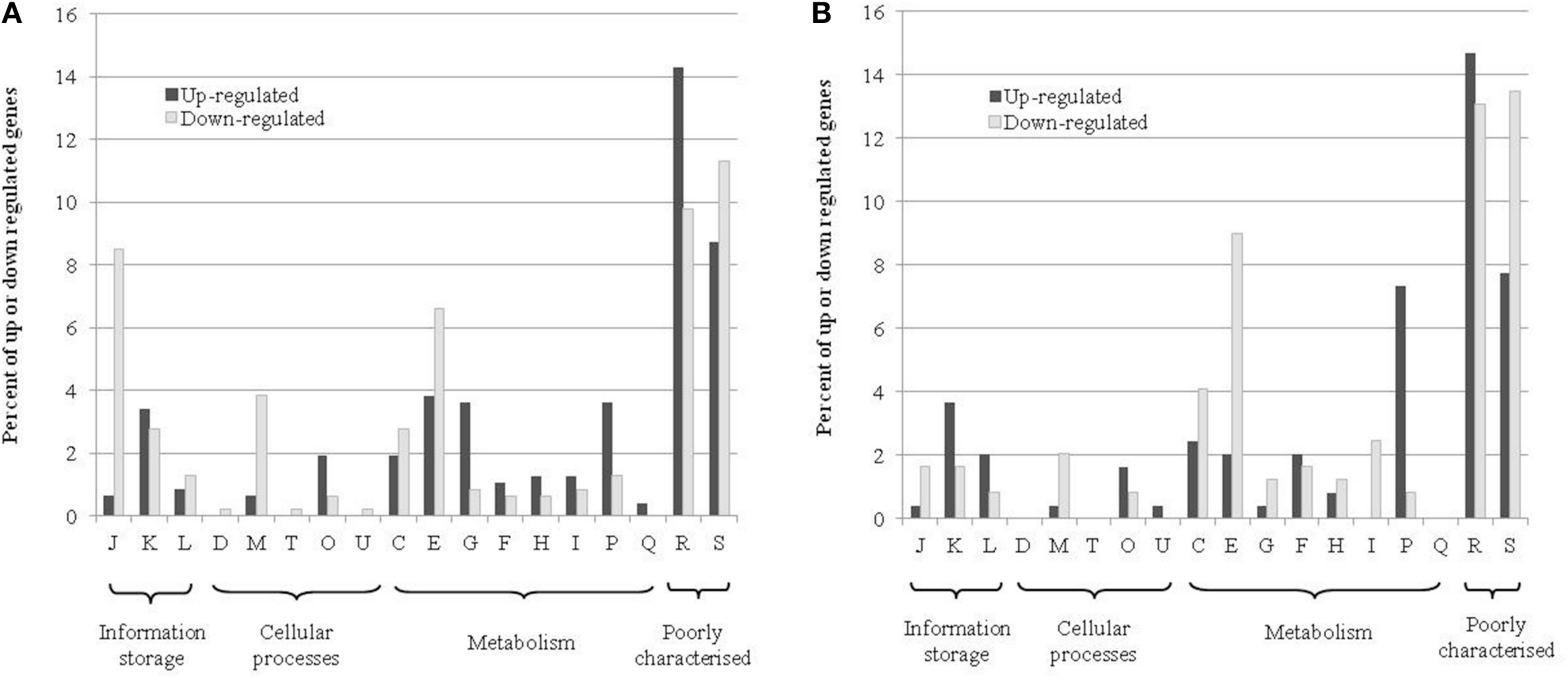
**COG distribution of differentially up-and down-regulated genes in the transcriptome at t_24h_ (A) or t_72h_ (B)**. The percentages represent the number of genes that are in a category relative to the respective total number of genes that were up- or down-regulated. The COG abbreviations are as follows: [J] translation, ribosomal structure, and biogenesis; [K] transcription; [L] replication, recombination, and repair; [D] cell cycle control, cell division, and chromosome partitioning; [M] cell wall/membrane/envelope biogenesis; [T] signal transduction mechanisms; [O] post-translational modification, protein turnover, and chaperones; [U] intracellular trafficking, secretion, and vesicular transport; [C] energy production and conversion; [E] amino acid transport and metabolism; [G] carbohydrate transport and metabolism; [F] nucleotide transport and metabolism; [H] coenzyme transport and metabolism; [I] lipid transport and metabolism; [P] inorganic ion transport and metabolism; [Q] secondary metabolite biosynthesis, transport, and catabolism; [R] general function prediction only; [S] function unknown.

### Expression of *nar* and *nir* genes

As in fermented meat products, in our experiment nitrate was reduced to nitrite by *S. xylosus*. The organization of *nar* and *nir* loci in the *S. xylosus* C2a genome is the same as in *S. carnosus*. No differential expression of *nar* and *nir* genes was noted between the two batches, i.e., with or without nitrate and nitrite at t_24h_ and t_72h_. This is not surprising, at least for *nar* expression, as the reduction of nitrate to nitrite was mostly achieved at t_24h_, as revealed by the assays of nitrate and nitrite during the incubation. Furthermore, the nitrate reductase activity of *S. xylosus* peaked during exponential growth in laboratory media supplemented with nitrate (Talon et al., 1999). The nitrite can modulate the transcription of the *nir* operon during anaerobic and aerobic growth of *S. carnosus* (Neubauer et al., 1999). But in this *in vitro* study, 2 mM nitrite was used to enhance the transcriptional level. In our conditions, the maximum concentration of nitrite measured was 0.4 mM. In *S. carnosus*, the transcription of the *nar* and *nir* operons is under the control of NreBC, which regulates anaerobic respiration (Fedtke et al., 2002). In our meat model, with or without nitrate and nitrite, *S. xylosus* is subject to the same oxygen conditions, which could explain the non-differential expression of *nar* and *nir* genes.

### Iron homeostasis and the fur regulon

In meat, *S. xylosus* responded to the presence of RNS by the up-regulation of 17 genes involved in iron acquisition (Table 1). Most of these genes were related to the production or harnessing of siderophores (*sfa, hts, fhu, sst*). 

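All 17 iron acquisition genes of Table 1 that were found on the array were up in 3 of 3 replicates at 24 h, with log2 ratios from 0.38 (*sfaC*) to 1.46 (*htsA*). Of these, 11 were called and 15 passed in the test of the gene mean. At 72 h, 15 were up in 3 of 3 replicates, 7 were called and 11 passed in the test of the gene mean. The median log2 ratio over the genes was 0.87 at 24 h and 0.74 at 72 h. With no background correction 17 genes were called at 24 h and 8 at 72 h, and with the 6 arrays of a time taken as independent, 17 and 13. Without replicate 3 there were 6 and 4. Without replicate 1 or replicate 2 there were 0, and with 72 h fitted on its own 0.

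**Figure D2:**
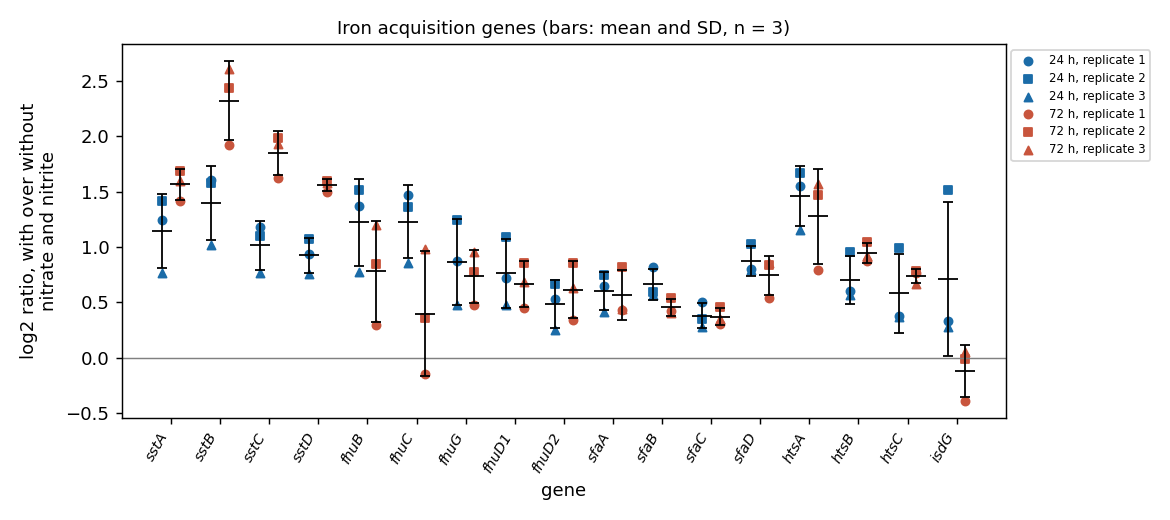
Log2 ratio with over without nitrate and nitrite of 17 iron acquisition genes in each replicate at 24 h and 72 h. Bars give mean and SD (n = 3). At 24 h every point of these genes lies above 0.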

Two siderophores may be produced by staphylococci: staphyloferrin A (SA) and staphyloferrin B (SB) (Beasley and Heinrichs, 2010; Sheldon and Heinrichs, 2012; Saha et al., 2013). In our study, only the genes *sfaABCD* with genetic organization similar to that of *Staphylococcus aureus* encoding enzymes for the synthesis of SA were identified (Hammer and Skaar, 2011). 

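Within *sfa*, the largest change was that of *sfaD*, with a log2 ratio (SD, n = 3) of 0.88 ± 0.13 (adjusted p = 0.00651, up in 3 of 3 replicates) at 24 h and 0.74 ± 0.18 (adjusted p = 0.0214) at 72 h, called at both. The ratio of *sfaB* was 0.66 ± 0.14 (adjusted p = 0.0105, up in 3 of 3 replicates) at 24 h, where it was called, and 0.46 ± 0.08 (adjusted p = 0.0468) at 72 h. *sfaA* reached 0.60 ± 0.17 (adjusted p = 0.0248) and 0.56 ± 0.23 (adjusted p = 0.0492), and *sfaC* 0.38 ± 0.11 (adjusted p = 0.0429) and 0.37 ± 0.08 (adjusted p = 0.0687), each up in 3 of 3 replicates and called at neither time. All 4 were called at 24 h with no background correction, and none at either time without replicate 3. No probe of *sfaA*, *sfaC* and *sfaD* lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of a time.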

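The log2 ratio of *htsA* (mean ± SD, n = 3) was 1.46 ± 0.27 (adjusted p = 0.00651) at 24 h and 1.28 ± 0.43 (adjusted p = 0.0205) at 72 h, up in 3 of 3 replicates at both. *htsB* followed with 0.71 ± 0.22 (adjusted p = 0.0132) and 0.95 ± 0.09 (adjusted p = 0.0156), and both genes were called at both times. Without replicate 3 the call of *htsA* at 24 h alone was kept. *htsC* rose by 0.58 ± 0.36 (adjusted p = 0.0431) and 0.74 ± 0.06 (adjusted p = 0.0392) and was called at neither, but at both with no background correction or with the 6 arrays of a time taken as independent.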

Adjacent to this locus, also as described in *S. aureus*, a cluster of 3 genes *htsABC* encodes the ABC transporter for uptake of Fe-SA. The *hts-sfa* locus is found in all staphylococcal genomes, while the locus encoding SB is only found in *S. aureus* and *Staphylococcus pseudointermedius* (Sheldon and Heinrichs, 2012). In parallel, we confirmed by a chrome azurol S assay that the *S. xylosus* strain C2a incubated in Staphylococcal Siderophore Detection medium (Schwyn and Neilands, 1987) produced siderophores (data not shown). Staphylococci have not been shown to synthesize hydroxamate and catechol siderophores, but they are known to be able to utilize them as iron sources (Sheldon and Heinrichs, 2012). *S. xylosus* possesses both the Fhu system involved in the uptake of hydroxamate- and the Sst system for the catechol-type siderophores. 

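At 24 h the log2 ratios (SD, n = 3) of *fhuB*, *fhuC* and *fhuG* were 1.22 ± 0.39 (adjusted p = 0.016), 1.23 ± 0.33 (adjusted p = 0.0193) and 0.87 ± 0.39 (adjusted p = 0.0225). Those of the separate genes *fhuD1* and *fhuD2* were 0.76 ± 0.31 (adjusted p = 0.0211) and 0.48 ± 0.22 (adjusted p = 0.0599). All 5 were up in 3 of 3 replicates, and *fhuB*, *fhuC* and *fhuD1* were called. Ratios at 72 h lay between 0.40 (*fhuC*, up in 2 of 3 replicates) and 0.78 (*fhuB*). None of the 5 was called there by limma, and 1, *fhuD1*, passed in the test of the gene mean. With the 6 arrays of a time taken as independent, 5 were called at 24 h and 3 at 72 h. No probe of *fhuD1* and *fhuD2* lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of a time.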

As for *S. aureus*, a cluster of three genes *fhuCBG* encodes a dimeric permease (FhuBG) and an ATPase (FhuC) and two separate genes (*fhuD1, fhuD2*) encode substrate-binding lipoproteins. FhuC serves also as an ATPase for the import of Fe-SA (Sheldon and Heinrichs, 2012). 

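All 4 genes *sstA*, *sstB*, *sstC* and *sstD* were called up at both times and rose in 3 of 3 replicates. Their log2 ratios (SD, n = 3) at 24 h were 1.14 ± 0.34 (adjusted p = 0.00651), 1.40 ± 0.33 (adjusted p = 0.00667), 1.02 ± 0.22 (adjusted p = 0.00632) and 0.92 ± 0.16 (adjusted p = 0.00427). At 72 h they were 1.57 ± 0.14 (adjusted p = 0.00927), 2.32 ± 0.36 (adjusted p = 0.00424), 1.85 ± 0.20 (adjusted p = 0.00253) and 1.56 ± 0.05 (adjusted p = 0.00253). From 24 h to 72 h the difference was 0.83 for *sstC* (adjusted p = 0.0497, or 0.133 with slides as a block) and did not pass for the other genes. At 72 h their probes were dim in at least 1 channel of at least 1 array. No probe of *sstA* and *sstC* at either time, or of *sstB* and *sstD* at 72 h, lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays. Fitted on its own, 24 h kept the 4 calls and 72 h kept 0, and without replicate 3 there were 3 and 4.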

Finally, a cluster of four genes *sstABCD* encodes an ABC transporter and SstD, which binds ferrated catechol siderophores and catecholamines, but also a broader range of potential substrates. This locus is highly conserved in *S. aureus* strains and is present in most coagulase-negative staphylococci (Sheldon and Heinrichs, 2012). The single gene *isdG* encoding a cytoplasmic heme-degrading monooxygenase was up-regulated in *S. xylosus* in the presence of RNS. 

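For *isdG* the log2 ratio was 0.71 ± 0.70 (adjusted p = 0.105, up in 3 of 3 replicates) at 24 h, as mean and SD of n = 3, with replicates at 0.34, 1.51 and 0.28, so that replicate 2 decides its size. At 72 h it was -0.12 ± 0.24 (adjusted p = 0.791, down in 2 of 3 replicates). It was called at neither time, and at 24 h with no background correction or with the 6 arrays taken as independent. No probe of *isdG* lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of either time.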

In *S. aureus*, this gene belongs to the operon *isdCDEFsrtBisdG* which, together with four other operons, encodes the Isd system involved in heme-mediated iron acquisition (Hammer and Skaar, 2011). Unlike *S. aureus, S. xylosus* does not possess the other genes of the Isd system. Heme is used as a cofactor in many biological systems due to the redox potential of the iron atom, but at high levels this molecule can be toxic. IsdG could be used to regulate endogenous heme synthesis and metabolism (Haley and Skaar, 2012). Degradation of heme by IsdG releases iron, carbon monoxide and oxo-bilirubin, which has potent antioxidant properties (Haley and Skaar, 2012). IsdG has been found in many classes of bacteria, which underlines the importance of heme degradation. Despite the role of heme as cofactor and as iron and bilirubin sources, heme homeostasis is not yet understood (Haley and Skaar, 2012).

**Table 1:** **Genes of *Staphylococcus xylosus* discussed in this study differentially expressed over time in meat in the presence of nitrate and nitrite**.

**Functional category and family**	**Gene ID**	**Gene name**	**Protein**	**Mean ratio of expression**	
				**24 h**	**72 h**
**P: INORGANIC ION TRANSPORT AND METABOLISM**					
Iron	SXYL_02116	*sstA*	Iron compound ABC transporter, permease protein SstA	2.8	3.3
	SXYL_02115	*sstB*	Iron compound ABC transporter, permease protein SstB	3.1	5.3
	SXYL_02114	*sstC*	Iron compound ABC transporter, ATP-binding protein SstC	2.5	3.9
	SXYL_02113	*sstD*	Lipoprotein SstD	2.5	3.8
	SXYL_02202	*fhuB*	ABC-type cobalamin Fe^3+^-siderophores transport system permease component	2.6	1.8
	SXYL_02203	*fhuC*	ABC-type cobalamin Fe^3+^-siderophores transport system ATPase component	2.7	
	SXYL_02201	*fhuG*	ABC-type cobalamin/Fe^3+^-siderophores transport systems, permease components	2.2	1.8
	SXYL_00667	*fhuD1*	Iron^(3+)^-hydroxamate-binding protein	2.3	1.8
	SXYL_02681	*fhuD2*	Iron^(3+)^-hydroxamate-binding protein	2.0	1.8
	SXYL_00748	*sfaA*	Transporter SfaA	1.9	1.6
	SXYL_00749	*sfaB*	Siderophore biosynthesis protein, IucA/IucC family	1.7	1.4
	SXYL_00750	*sfaC*	amino acid racemase	1.5	1.3
	SXYL_00747	*sfaD*	Siderophore biosynthesis protein, IucA/IucC family	2.4	2.0
	SXYL_00751	*htsA*	Iron compound ABC transporter, iron compound-binding protein	3.1	2.5
	SXYL_00752	*htsB*	Iron compound ABC transporter, permease protein	1.7	2.0
	SXYL_00753	*htsC*	Iron compound ABC transporter, permease protein	1.7	1.9
	SXYL_00755	*isdG*	Heme-degrading monooxygenase	2.0	
	SXYL_00944	*ftnA*	Ferritin	1.6	
Manganese	SXYL_01831	*mntH*	Divalent metal cation transporter MntH	1.5	2.3
Magnesium	SXYL_01923	*mgtE*	Divalent cation transporter MgtE	0.7	
**O: POST-TRANSLATIONAL MODIFICATION, PROTEIN TURNOVER, CHAPERONES**					
Antioxidant defenses	SXYL_02505	*katA*	Catalase A	0.3	0.6
	SXYL_01551	*katB*	Catalase B	2.3	
	SXYL_02533	*katC*	Catalase C	2.3	
	SXYL_02534	*ahpC*	Alkyl hydroperoxide reductase subunit C		2.0
	SXYL_02083	*trxB*	Thioredoxin reductase	1.6	
	SXYL_00973	*bcp*	Bacterioferritin comigratory protein	2.0	
	SXYL_01572	*bsaA*	Glutathione peroxidase	2.2	
	SXYL_00570		Ferredoxin–NADP reductase	2.4	1.9
	SXYL_00895		Nitroreductase family protein		1.8
	SXYL_02021		Nitroreductase family protein	2.1	
	SXYL_00410		Putative NAD(P)H nitroreductase	1.9	
	SXYL_01517	*msrA1*	Peptide methionine sulfoxide reductase MsrA 1	1.5	
Chaperones	SXYL_00898	*groS*	10 kDa chaperonin		2.0
	SXYL_02418	*hslO*	33 kDa chaperonin	1.9	
	SXYL_02396	*clpC*	ATP-dependent Clp protease ATP-binding subunit ClpC		2.1
**G: CARBOHYDRATE TRANSPORT AND METABOLISM**					
	SXYL_02255		Phosphotransferase system (PTS) maltose-specific enzyme IICB component	2.3	
	SXYL_00253		PTS system, glucose-specific IIBC component	0.5	
	SXYL_00278		PTS system, fructose-specific IIABC components	3.4	
	SXYL_00626		PTS system arbutin-like IIBC component	1.5	
	SXYL_01351	*malA*	Alpha-D-1,4-glucosidase	1.9	
	SXYL_01960	*pgi*	Glucose-6-phosphate isomerase	2.2	
	SXYL_00426	*fbp*	Fructose-1,6-bisphosphatase	1.8	
	SXYL_00039	*iolJ*	Fructose-bisphosphate aldolase, class II		1.9
	SXYL_00221	*fda*	Fructose-bisphosphate aldolase class 1	2.5	
	SXYL_01518	*rbsB*	Ribose ABC transporter substrate-binding protein	2.2	
	SXYL_01519	*rbsC*	Ribose ABC transporter permease	2.3	
	SXYL_01521	*rbsD*	D-ribose pyranase	2.1	
	SXYL_00125	*araA*	L-arabinose isomerase		0.4
	SXYL_00124	*araD*	L-ribulose-5-phosphate 4-epimerase		0.4
	SXYL_00126	*araT*	Arabinose-proton symporter		0.6
	SXYL_00607	*araB1*	Ribulokinase	2.0	
	SXYL_02331	*araB2*	Ribulokinase		0.5
**E: AMINO ACID TRANSPORT AND METABOLISM**					
Valine, leucine, isoleucine	SXYL_02474	*brnQ1*	Branched-chain amino acid transport system II carrier protein	0.3	0.5
	SXYL_00871	*leuA*	2-isopropylmalate synthase	0.2	0.2
	SXYL_00870	*leuB*	3-isopropylmalate dehydrogenase	0.2	0.2
	SXYL_00869	*leuC*	3-isopropylmalate dehydratase large subunit	0.2	0.2
	SXYL_00868	*leuD*	3-isopropylmalate dehydratase small subunit	0.2	0.3
	SXYL_00867	*ilvA*	L-threonine dehydratase biosynthetic IlvA	0.3	0.3
	SXYL_00874	*ilvB*	Acetolactate synthase	0.3	0.2
	SXYL_00872	*ilvC*	Ketol-acid reductoisomerase	0.2	0.2
	SXYL_00875	*ilvD1*	Dihydroxy-acid dehydratase	0.3	0.2
Glycine, serine, threonine	SXYL_01317	*gcvT*	Aminomethyltransferase	3.5	
	SXYL_01318	*gcvPA*	Probable glycine dehydrogenase [decarboxylating] subunit 1	3.6	
	SXYL_01319	*gcvPB*	Probable glycine dehydrogenase [decarboxylating] subunit 2	3.0	
	SXYL_02528	*sdaAA1*	L-serine dehydratase, iron-sulfur-dependent, alpha subunit	0.6	
	SXYL_02529	*sdaAB1*	L-serine dehydratase subunit beta	0.5	
Methionine	SXYL_00012		Homoserine O-acetyltransferase		0.5
Tryptophan, phenylalanine, tyrosine	SXYL_01497	*trpA*	Tryptophan synthase alpha chain	0.6	0.5
	SXYL_01498	*trpB*	Tryptophan synthase beta chain		0.4
	SXYL_01500	*trpC*	Indole-3-glycerol phosphate synthase	0.6	0.4
	SXYL_01501	*trpD*	Anthranilate phosphoribosyltransferase	0.5	0.4
	SXYL_01502	*trpG*	Anthranilate synthase component II	0.5	0.4
	SXYL_01503	*trpE*	Anthranilate synthase component I	0.5	0.4
	SXYL_01128		DAHP synthetase-chorismate mutase		0.5
	SXYL_01513	*tyrA*	Prephenate dehydrogenase		3.1
	SXYL_00922	*pheA*	Prephenate dehydratase		0.6
	SXYL_02022	*aroD*	3-dehydroquinate dehydratase	1.7	
	SXYL_01261	*aroE*	Shikimate dehydrogenase	0.6	
	SXYL_01316	*aroK*	Shikimate kinase		0.5
Urea, arginine, aspartate	SXYL_00296	*ureA*	Urease gamma subunit	3.1	
	SXYL_00294	*ureC*	Urease subunit alpha	3.3	
	SXYL_00290	*ureD*	Urease accessory protein UreD	3.0	
	SXYL_00291	*ureG*	Urease accessory protein UreG	3.0	
	SXYL_00293	*ureE*	Urease accessory protein ureE	2.6	
	SXYL_00292	*ureF*	Urease accessory protein UreF	2.7	
	SXYL_00238	*rocD1*	Ornithine aminotransferase 1	0.6	
	SXYL_00241	*argB*	Acetylglutamate kinase	0.6	
	SXYL_00239	*argC*	N-acetyl-gamma-glutamyl-phosphate reductase	0.6	
	SXYL_02450		Arginine/lysine/ornithine decarboxylase	0.7	
	SXYL_01961	*argG*	Argininosuccinate synthase		1.6
	SXYL_01373	*asnA*	L-asparaginase	1.9	
Peptidase	SXYL_01980	*ampA*	Cytosol aminopeptidase	1.9	
	SXYL_01931		Oligoendopeptidase F	1.7	
	SXYL_01348		Peptidase T-like protein	1.6	
	SXYL_00377	*dapE*	Probable succinyl-diaminopimelate desuccinylase	2.3	
Glycine, betaine, carnitine, choline	SXYL_00488	*opuCA*	Glycine betaine/carnitine/choline ABC transporter	0.3	
	SXYL_00489	*opuCB*	ABC-type proline glycine betaine transport system permease component	0.3	
	SXYL_00490	*opuCC*	Glycine betaine/carnitine/choline ABC transporter opuCC	0.3	1.8
	SXYL_00491	*opuCD*	ABC-type proline glycine betaine transport system permease component	0.3	2.0
	SXYL_01535	*opuD1*	Glycine betaine transporter	0.5	0.5
**C: ENERGY PRODUCTION AND CONVERSION**					
	SXYL_00830	*atpD*	ATP synthase subunit beta	0.7	
NA^(+)^/H^(+)^ antiporter	SXYL_01976	*mnhG1*	Na^(+)^/H^(+)^ antiporter subunit G1		1.4
	SXYL_02226	*mnhA2*	Putative antiporter subunit A2	0.6	1.3
	SXYL_02223	*mnhD2*	Putative antiporter subunit D2	0.5	
	SXYL_02222	*mnhE2*	Putative antiporter subunit E2	0.5	
	SXYL_02221	*mnhF2*	Putative antiporter subunit F2	0.5	
	SXYL_02220	*mnhG2*	Putative antiporter subunit G2	0.6	
	SXYL_00623		Putative Na^(+)^/H^(+)^ antiporter	0.5	0.3
	SXYL_00425		Na^(+)^/H^(+)^ exchanger	0.6	
	SXYL_00363	*nhaC*	Na^(+)^/H^(+)^ antiporter NhaC	2.0	2.2
**M: CELL WALL/MEMBRANE BIOGENESIS**					
	SXYL_01990	*dltA*	D-alanine—poly(phosphoribitol) ligase subunit 1	0.3	0.7
	SXYL_01989	*dltB*	D-alanyl transfer protein DltB	0.3	0.7
	SXYL_01988	*dltC*	D-alanine—poly(phosphoribitol) ligase subunit 2	0.2	
	SXYL_01987	*dltD*	D-alanyl-lipoteichoic acid biosynthesis protein DltD	0.2	0.7
**F: NUCLEOTIDE TRANSPORT AND METABOLISM**					
	SXYL_02117	*nrdF*	Ribonucleoside-diphosphate reductase beta chain	1.7	3.7
	SXYL_02119	*nrdI*	Protein NrdI	1.6	3.1
	SXYL_00150	*nrdG*	Anaerobic ribonucleotide reductase activating protein		0.3
**H: COENZYME TRANSPORT AND METABOLISM**					
	SXYL_02415	*folB*	Dihydroneopterin aldolase	1.7	1.3
	SXYL_01872	*folD*	Bifunctional protein FolD	2.4	1.4
	SXYL_02414	*folK*	2-amino-4-hydroxy-6-hydroxymethyldihydropteridine pyrophosphokinase	1.4	
	SXYL_02416	*folP*	Dihydropteroate synthase	1.7	
**L: REPLICATION, RECOMBINATION AND REPAIR**					
	SXYL_01397	*nth*	Endonuclease III	1.4	
	SXYL_01796	*uvrC*	UvrABC system protein C	1.8	1.4
**K: TRANSCRIPTION, REGULATORS**					
	SXYL_00975	*perR*	Peroxide-responsive repressor PerR	2.0	
	SXYL_00784	*czrA*	Zinc and cobalt transport repressor CzrA		2.1
	SXYL_01275	*hrcA*	Heat-inducible transcription repressor HrcA	0.7	
	SXYL_01250	*greA*	Transcription elongation factor GreA		0.5
	SXYL_01657	*fapR*	Transcription factor FapR	0.6	0.7
	SXYL_01129	*ccpA*	Catabolite control protein A	1.8	

Concomitant with up-regulation of genes involved in iron acquisition, a gene involved in iron storage, *fntA* which encodes ferritin, was up-regulated in *S. xylosus* in the presence of RNS (Table 1). Ferritins are ubiquitous iron-storage proteins which can also protect against metal toxicity and oxidative stress (Andrews, 1998). They have been well-characterized in *S. aureus* and *Staphylococcus epidermidis* (Horsburgh et al., 2001a; Morrissey et al., 2004).

Iron is an essential nutrient, but as high levels of free intracellular ferric iron are toxic to cells, the amount of free iron has to be strictly regulated. In many bacteria, the ferric uptake regulator (Fur) functions as a transcriptional repressor for iron homeostasis. When complexed with iron, Fur regulates the transcription of genes by binding a consensus sequence known as the Fur box within the promoter region (Morrissey et al., 2004; Sheldon and Heinrichs, 2012). Genes involved in iron acquisition are repressed by Fur and thus Fur boxes controlling the expression of these genes in *S. aureus* have been described (Sheldon and Heinrichs, 2012). We have looked for Fur boxes in *S. xylosus* genes coding for iron acquisition by using the inverted repeat sequence of 19-bp described for *S. aureus*. We found putative sequences located close to a 35 bp site within the promoter region for *htsA, sstA, fhuC, fhuD1, fhuD2* with nucleotide identity to the *S. aureus* Fur box consensus sequence (Figure 3). Fur protein functions as a repressor. Under iron-replete conditions, Fe^2+^ binds to Fur and the Fur-Fe^2+^ homodimer binds to the Fur box sequence and inhibits the transcription (Hassan and Troxell, 2013). With iron deprivation, there is an increase in the transcription of genes involved in iron uptake. In meat, a lot of iron sources are available: ferritin, myoglobin, transferrin, and hemoglobin, which raises the question of why *S. xylosus* senses an iron deficiency environment in the presence of RNS. Fur can sense not only iron but also an oxidative environment (Fillat, 2014). It has been demonstrated that NO and peroxide can modulate Fur activity (Spiro, 2007). The direct interaction of NO with iron center of Fur leads to the inhibition of Fur activity resulting in the induction of iron-regulated genes by NO in *E. coli* (D'Autréaux et al., 2002; Mukhopadhyay et al., 2004). NO can react with iron in Fur-Fe and abolish DNA binding and thus induce genes repressed by Fe-Fur in *S. aureus* (Richardson et al., 2006). Thus, we hypothesized that NO from nitrite can inactivate Fur, thus derepressing the regulon, and consequently genes involved in iron intake are up-regulated in *S. xylosus* (Figure 4).

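For the genes next to which the paper finds a Fur box, *htsA*, *sstA*, *fhuC*, *fhuD1* and *fhuD2*, the median log2 ratio was 1.14 at 24 h and 0.67 at 72 h. At 24 h 5 of 5 were up in 3 of 3 replicates and 4 were called, and at 72 h 4 and 2. Without replicate 3 the called genes were 3 at 24 h and 1 at 72 h, and without replicate 1 or replicate 2 there were 0. Box sequences were not examined here, and the gene of Fur itself is not among the named genes. From cited work on the reaction of NO with the iron of Fur in *E. coli* and *S. aureus*, the paper proposes that NO from nitrite inactivates Fur and so raises the transcripts of these genes.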

**Figure 3:**
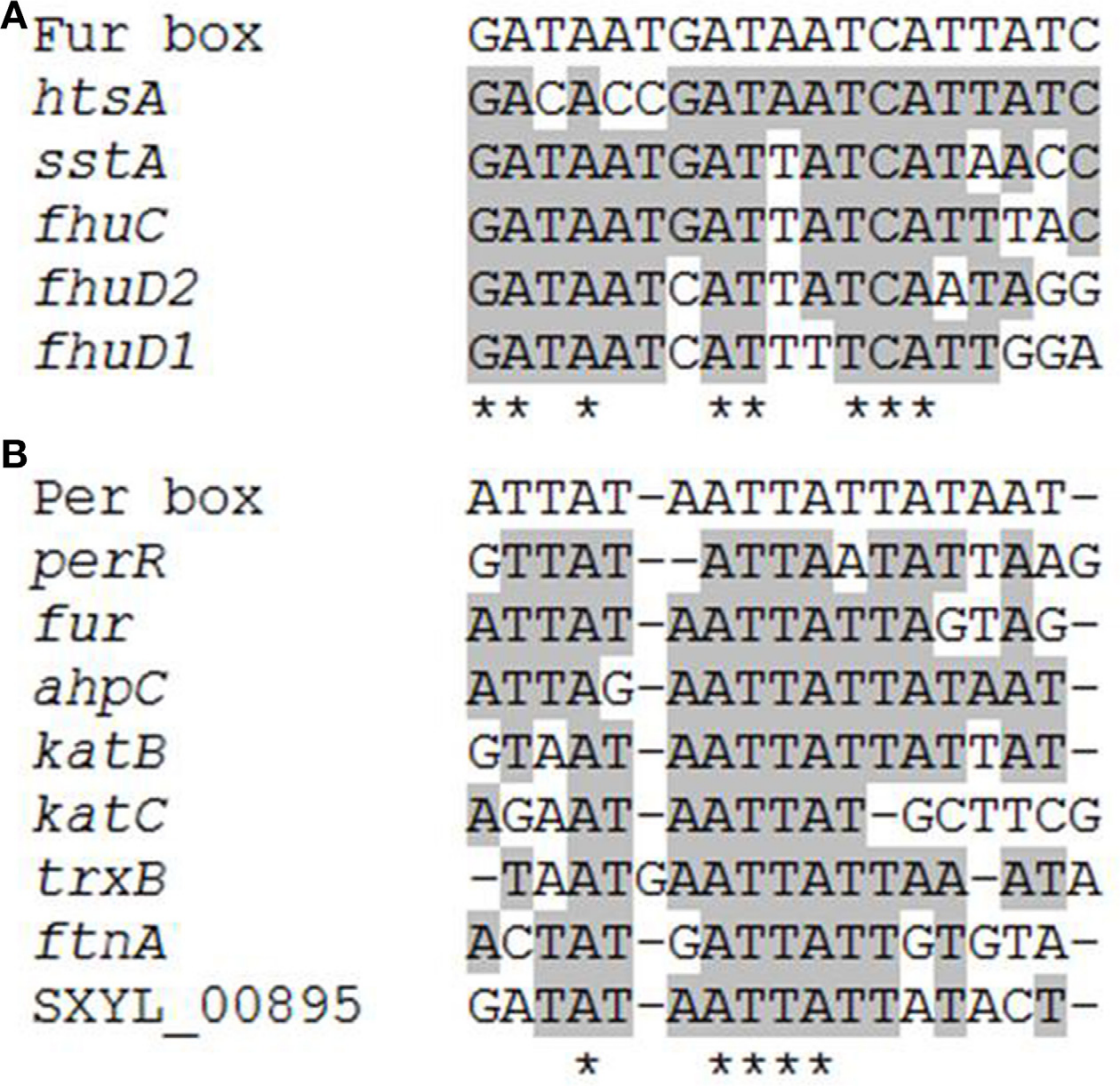
**Alignment of the putative Fur boxes (A) and PerR boxes (B) identified in the *Staphylococcus xylosus* C2a genes coding for iron homeostasis and antioxidant properties**. ^*^Conserved position.

**Figure 4:**
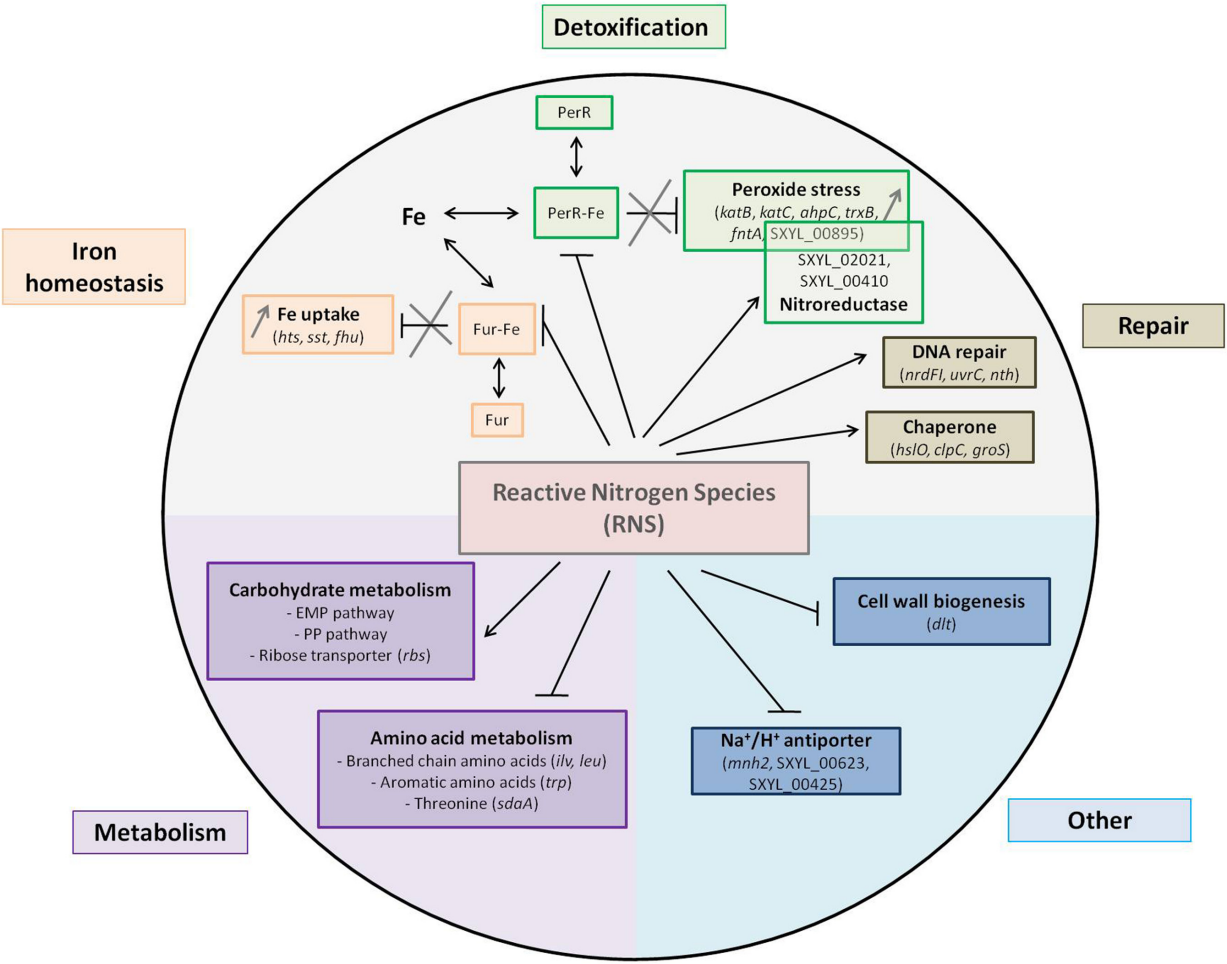
**Summary of the main pathways and regulations affected by nitrosative stress in *Staphylococcus xylosus* in a meat model**.

### Antioxidant defenses and the PerR regulon

The nitrosative stress can be augmented by intracellular iron, which can react with H_2_O_2_ by Fenton chemistry giving rise to damaging hydroxyl radicals (HO^·^). 

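Of the genes that Table 1 lists for protection and detoxification, 11 were found on the array by their values. At 24 h 9 had a positive mean log2 ratio and 2 a negative one. Called there were 3 up (*trxB*, SXYL_00570 and SXYL_02021) and 1 down (*katA*). At 72 h 1 was called, SXYL_00570. With the 6 arrays of a time taken as independent, 9 were called at 24 h and 5 at 72 h, and without replicate 3 there were 2 and 0.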

*S. xylosus* responded to this stress by the regulation of 12 genes involved in protection and detoxification mechanisms (Table 1, Figure 4). Among these genes, three encode catalases with *katA* down-regulated and *katB* and *katC* up-regulated. 

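At 24 h the log2 ratio of *katA* (SD, n = 3) was -1.14 ± 0.21 (adjusted p = 0.0136, down in 3 of 3 replicates), and the gene was called down. On the linear scale the ratio was 0.454. *katB* reached 1.15 ± 0.21 (adjusted p = 0.0372, up in 3 of 3 replicates) and *katC* 1.09 ± 0.07 (adjusted p = 0.0574, up in 3 of 3 replicates), and neither was called, since fewer than 66% of their probes passed. Both were called when 24 h was fitted on its own or the 6 arrays were taken as independent. At 72 h *katA* was at -0.67 ± 0.46 (adjusted p = 0.0814, down in 3 of 3 replicates), and the replicates of *katB* (0.01, -0.05 and 1.29) and *katC* (0.92, -0.32 and 1.41) went in both directions. No catalase was called at 72 h. Without replicate 3 *katA* kept its call at 24 h, and without replicate 1 or replicate 2 it did not.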

Most staphylococci are catalase-positive with the majority, like *S. aureus*, having a single catalase (Gaupp et al., 2012). *S. carnosus* has two catalases (Rosenstein et al., 2009). Some strains of *S. xylosus, Staphylococcus saprophyticus* and *Staphylococcus equorum* have been reported to have two catalases (Blaiotta et al., 2010). The *S. xylosus* strain C2a has three catalases. The transcription of *katA* in this strain is induced upon entry into the stationary phase, by oxygen and by hydrogen peroxide, whereas iron and manganese have a repressive effect (Barrière et al., 2002). KatB and KatC were identified in the cell envelope of this strain with KatC exhibiting similarity with KatE of *Bacillus subtilis* (Planchon et al., 2009). In addition, gene *ahpC* encoding alkyl hydroperoxide reductase, *trxB* encoding thioredoxin reductase and *bcp* for bacterioferritin comigratory protein were all up-regulated. 

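*trxB* rose at 24 h with a log2 ratio of 0.67 ± 0.08 (adjusted p = 0.0193, up in 3 of 3 replicates) as mean and SD of n = 3 and was called, though not without replicate 3. At 72 h it was at 0.14 ± 0.27 (adjusted p = 0.501). For *ahpC* the ratio was 0.24 ± 0.22 (adjusted p = 0.446, up in 2 of 3 replicates) at 24 h and 0.99 ± 0.51 (adjusted p = 0.0426, up in 3 of 3 replicates) at 72 h, and it was called at neither time. At 72 h *ahpC* was called with the 6 arrays taken as independent. No array gene could be paired with *bcp*, which is not reported here.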

In *S. aureus*, catalase detoxifies H_2_O_2_ while AhpC confers resistance to other ROS (Gaupp et al., 2012). After NO stress, KatA and AhpF were overexpressed in *B. subtilis* but not in *S. aureus* (Hochgräfe et al., 2008). Bacterioferritin comigratory protein (Bcp) functions as an iron chelator and is homologous to a thioreductase-peroxidase and as such is likely involved in the thiol-dependent reduction of peroxides (Gaupp et al., 2012). As described for other bacteria, the thioredoxin system of *S. xylosus* comprises thioredoxin (*trxA*) and thioredoxin reductase (*trxB*). Transcription of these two genes is increased in response to diamide, H_2_O_2_, heat, salt or ethanol stress in *B. subtilis* and in *S. aureus* (Gaupp et al., 2012). Thioredoxins are major contributors to oxidative resistance by facilitating the reduction of H_2_O_2_, and by scavenging HO^·^ (Gaupp et al., 2012). They help maintain protein thiols in their reduced form and thus the reduced state of the cytoplasm. Moreover, to respond to the nitrosative stress, the gene *bsaA* encoding glutathione peroxidase, which catalyzes the reduction of H_2_O_2_, and the gene SXYL_00570, which encodes ferredoxin-NADP reductase, were up-regulated in *S. xylosus*. 

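SXYL_00570 was called up at both times, with log2 ratios (SD, n = 3) of 1.06 ± 0.28 (adjusted p = 0.00596, up in 3 of 3 replicates) at 24 h and 0.87 ± 0.13 (adjusted p = 0.0214, up in 3 of 3 replicates) at 72 h. Without replicate 3 it kept the call at 24 h and lost that at 72 h. *bsaA* rose at 24 h by 1.04 ± 0.54 (adjusted p = 0.024, up in 3 of 3 replicates) without being called, and was called there with no background correction. At 72 h its ratio was 0.15 ± 0.24 (adjusted p = 0.68, up in 2 of 3 replicates).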

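For *msrA1* the log2 ratio (SD, n = 3) was 0.53 ± 0.26 (adjusted p = 0.0814, up in 3 of 3 replicates) at 24 h and -0.51 ± 0.37 (adjusted p = 0.118, down in 3 of 3 replicates) at 72 h, and it was called at neither time. Taking the 6 arrays of a time as independent, it was called at both, up at 24 h and down at 72 h. The difference between the times, -1.04, did not pass the test (adjusted p = 0.0574).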

In parallel to the up-regulation of *trxB*, the gene *msrA1* encoding a peptide methionine sulfoxide reductase (Msr) was up-regulated in *S. xylosus* in the presence of RNS (Table 1). Msr catalyzes the reduction of free and bound methionine sulfoxide [Met-(S)-SO; Met-(R)-SO] (Moskovitz, 2005). The catalytic process, with thioredoxin as reducing agent, includes the production of a sulfenic intermediate with concomitant release of the repaired methionine and then a recycling step where oxidized Msr is reduced to its active form (Ezraty et al., 2005). The oxidized S form of methionine is reduced by the enzyme MrsA while the R form is reduced by MsrB. *S. aureus* contains three paralogs of *msrA* (*msrA1, msrA2, msrA3*) and a single *msrB* gene (Singh and Moskovitz, 2003; Ezraty et al., 2005). Similarly, *S xylosus* contains three *msrA* genes and one *msrB*. In *S. aureus*, MsrA1 is the major contributor to tolerance of oxidative stress (Singh and Moskovitz, 2003).

Furthermore, two genes (SXYL_00895; SXYL_02021) encoding two probable nitroreductases and one gene (SXYL_00410) encoding a putative NAD(P)H nitroreductase were overexpressed in *S. xylosus* grown in the presence of RNS (Table 1, Figure 4). 

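Of the 3 nitroreductase genes, SXYL_02021 was called up at 24 h with a log2 ratio (SD, n = 3) of 0.85 ± 0.31 (adjusted p = 0.0122, up in 3 of 3 replicates), a call that was lost without replicate 3. SXYL_00410 reached 0.75 ± 0.27 (adjusted p = 0.0429, up in 3 of 3 replicates) and was called with no background correction. SXYL_00895 was at -0.16 ± 0.24 (adjusted p = 0.593, down in 2 of 3 replicates). At 72 h SXYL_00895 rose in 3 of 3 replicates by 0.86 ± 0.48 (adjusted p = 0.0502), while SXYL_02021 and SXYL_00410 were at 0.13 ± 0.02 (adjusted p = 0.563) and 0.14 ± 0.44 (adjusted p = 0.652). No nitroreductase gene was called at 72 h by limma, and 1 was with the 6 arrays taken as independent.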

Nitroreductases have been classified into three classes: class A represented by *E. coli* NfsA and including *S. aureus* NfrA, class B represented by *E. coli* NfsB and class C including *S. aureus* NtrA (Tavares et al., 2009). The *S. aureus* NfrA is a flavin mononucleotide-dependent NADP oxidase involved in the oxidative stress response (Streker et al., 2005). In addition, this protein showed nitroreductase activity and weak disulfide reductase activity. The transcription of *nrfA* was strongly induced by nitrofurantoin, thiol-specific oxidant diamide and high concentrations of hydrogen peroxide, and a PerR box was identified (Streker et al., 2005). A putative PerR-binding site upstream of SXYL_00895 has been identified (Figure 3). As for *S. aureus*, this nitroreductase may play a role in the nitrosative stress response and help to maintain the thiol-disulfide balance. Moreover, SXYL_02021 shows a high degree of similarity with NtrA. NtrA has an S-nitroso-glutathione reductase activity involved in nitrosative metabolism (Tavares et al., 2009). Our results led us to suppose that in *S. xylosus* three nitroreductases could be involved in the response to nitrosative stress.

The gene *per* encoding the transcriptional regulator PerR, which belongs to the Fur family, was up-regulated in the presence of RNS in *S. xylosus* (Table 1). 

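*perR* was called up at 24 h, with a log2 ratio (SD, n = 3) of 1.01 ± 0.30 (adjusted p = 0.00814, up in 3 of 3 replicates), and at 72 h its ratio was 0.06 ± 0.15 (adjusted p = 0.819, up in 2 of 3 replicates). Between 24 h and 72 h the change differed by -0.95 (adjusted p = 0.0444, or 0.114 with slides as a block). Without replicate 3 *perR* was not called.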

As a member of the Fur family, the activity of PerR is dependent on metal ions (Horsburgh et al., 2001b). In *B. subtilis*, PerR carries structural zinc and its DNA-binding activity is enhanced by Fe (II) or Mn (II) (Gaupp et al., 2012). PerR, containing Fe or Mn, functions as a transcriptional repressor by binding to a consensus DNA sequence called the PerR Box (Horsburgh et al., 2001a; Gaupp et al., 2012). *S. aureus* PerR regulates genes for antiperoxidative enzymes and iron storage proteins and represses the *fur* gene, which controls iron homeostasis. We looked for the PerR box in *S. xylosus* genes involved in iron acquisition and storage and antioxidant properties by using the consensus sequence of 17-bp described for *S. aureus* (Horsburgh et al., 2001a,b). We found a putative PerR-binding site upstream of the coding sequences of *katB, katC, ahpC, trxB*, and *fntA* (Figure 3). No PerR box was found upstream of the *katA* gene, which was down-regulated in response to RNS, the expression of *katB* and *katC* being up-regulated under the probable control of PerR. 

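For the 6 named genes next to which the paper finds a PerR box (*katB*, *katC*, *ahpC*, *trxB*, SXYL_00895 and *perR*), the median log2 ratio was 0.84 at 24 h and 0.54 at 72 h. At 24 h 4 of them were up in 3 of 3 replicates and 2 were called, *trxB* and *perR*. At 72 h 2 were up in 3 of 3 replicates and 0 were called by limma, beside 1 that passed in the test of the gene mean. Without replicate 3 none was called at 24 h. The replicate medians were 0.81, 0.89 and 0.69 at 24 h, and at 72 h 0.53, 0.07 and 0.59.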

PerR boxes were also found in the promoter regions of *fur* and *perR*, suggesting autoregulation (Figure 3). The nitrosative stress in *S. xylosus* resulted in a response similar to that for peroxide stress in *S. aureus*, except that transcription of *perR* was also increased. PerR has been identified as a peroxide-sensing protein (Horsburgh et al., 2001a). It is only the Fe (II)-bound PerR that shows pronounced sensitivity to low levels of peroxide (Lee and Helmann, 2006). In the presence of H_2_O_2_, the iron in PerR leads to formation of a hydroxyl radical which oxidizes histidines at the binding site and prevents DNA binding (Fillat, 2014). In *S. aureus*, addition of H_2_O_2_ results in increased transcription of most of the PerR regulon except for *fur* and *perR* itself (Horsburgh et al., 2001a). As already mentioned above, Fur was inactivated by nitrosative stress and consequently transcription of the Fur regulon was increased, resulting in iron uptake. Elevated iron concentration could affect the distribution between the two forms of PerR, PerR-Fe, which is sensitive to oxidation, and the less sensitive PerR-Mn (Horsburgh et al., 2001a), and thus will induce the PerR regulon thereby keeping the system going (Figure 4). It is worth noting that the gene *mntH* encoding the transport of manganese was up-regulated in *S. xylosus* in the presence of RNS. 

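The manganese transporter gene *mntH* was called up at both times, with a log2 ratio (SD, n = 3) of 0.60 ± 0.17 (adjusted p = 0.0228, up in 3 of 3 replicates) at 24 h and 1.15 ± 0.19 (adjusted p = 0.0114, up in 3 of 3 replicates) at 72 h. The difference of 0.55 between the times did not pass the test (adjusted p = 0.0982). Without replicate 3 it was called at neither time.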

Mn (II) is important for detoxification because it has a higher reduction potential than Fe (II), and it can function as an antioxidant, unlike iron, which is a pro-oxidant metal (Gaupp et al., 2012).

### Carbohydrate transport and metabolism

Glucose (0.5%) added to the two meat batches supported the growth of *S. xylosus* for up to 24 h. Glycogen from meat could therefore be a source of glucose and ATP from meat could be a source of ribose and contribute to energy production (Chaillou et al., 2005). Indeed, genes encoding enzymes involved in the Embden-Meyerhof-Parnas (EMP) and the pentose phosphate (PP) pathways were modulated at t_24h_ and t_72h_ in the presence of RNS (Table 1) (Figure 4). Each of these pathways has its own function. The EMP pathway (combined with the tricarboxylic acid cycle) is the general route for glucose catabolism and energy formation in the cell, while the PP pathway plays a crucial role in redox metabolism (Kleijn et al., 2006). Four genes (SXYL_02255, SXYL_00253, SXYL_00278, SXYL_00626) encoding phosphotransferase systems (PTS) that catalyze the concomitant uptake and phosphorylation of carbohydrates were modulated (Table 1). 

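The PTS genes had log2 ratios (SD, n = 3) at 24 h of 1.00 ± 0.45 (adjusted p = 0.129, up in 3 of 3 replicates) for SXYL_02255, 0.44 ± 0.32 (adjusted p = 0.0895, up in 3 of 3 replicates) for SXYL_00626, 1.61 ± 0.98 (adjusted p = 0.0895, up in 3 of 3 replicates) for SXYL_00278 and -0.71 ± 0.48 (adjusted p = 0.0895, down in 3 of 3 replicates) for SXYL_00253. None of the 4 was called by limma, and all 4 were called with the 6 arrays taken as independent. The replicates of SXYL_00278 were at 2.74, 0.95 and 1.14, so that replicate 1 sets much of its mean. At 72 h SXYL_00253 was at -0.69 ± 0.48 (adjusted p = 0.122) and the others did not keep 1 direction in 3 of 3 replicates. No probe of SXYL_00253 and SXYL_00626 at 24 h lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.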

The two genes paralogs (SXYL_02255, SXYL_00626) coding for a PTS for alpha-glucoside and the gene (SXYL_00278) coding for a fructose-specific PTS system were up-regulated at t_24h_, while the gene SXYL_00253 was down-regulated (Table 1). 

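*fda*, *pgi* and *fbp* were called up at 24 h, with log2 ratios (SD, n = 3) of 1.28 ± 0.17 (adjusted p = 0.00427, up in 3 of 3 replicates), 1.13 ± 0.25 (adjusted p = 0.0224, up in 3 of 3 replicates) and 0.78 ± 0.05 (adjusted p = 0.00445, up in 3 of 3 replicates). *iolJ* was called up at 72 h, at 0.94 ± 0.27 (adjusted p = 0.0214, up in 3 of 3 replicates). Without replicate 3, *fda* alone of these kept its call. The ratio of *malA* was 0.72 ± 0.56 (adjusted p = 0.0616, up in 3 of 3 replicates) at 24 h and -0.32 ± 0.18 (adjusted p = 0.357, down in 3 of 3 replicates) at 72 h, and it was called at neither time, but at 24 h with the 6 arrays taken as independent. The difference between the times passed for *fda* (-0.88, adjusted p = 0.0471, or 0.117 with slides as a block), *fbp* (-0.65, adjusted p = 0.0393, or 0.132 with slides as a block) and *iolJ* (1.09, adjusted p = 0.038, or 0.123 with slides as a block).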

Five other genes (*malA, pgi, fbp, iolJ, fda*) of the EMP and/or PP pathway were also up-regulated (Table 1). Genes encoding enzymes involved in the uptake and metabolism of two substrates (ribose, arabinose) were modulated by RNS (Table 1). Three of them coding for the ribose ABC transporter (*rbsB, rbsC, rbsD*) were up-regulated at t_24h_ (Figure 4). 

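The log2 ratios (SD, n = 3) of *rbsB*, *rbsC* and *rbsD* at 24 h were 1.01 ± 0.64 (adjusted p = 0.125), 1.06 ± 0.61 (adjusted p = 0.0937) and 0.91 ± 0.61 (adjusted p = 0.118), up in 3 of 3 replicates. None was called by limma, and 3 were with the 6 arrays taken as independent. The median over the genes was 1.73 in replicate 1, against 0.78 and 0.59 in the others, and 0.66 without replicate 1. At 72 h it was 0.47, 1.05 and -0.66.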

For arabinose metabolism, the genes *araT, araA* and *araD* were down-regulated in the presence of RNS (Table 1). These genes belong to a cluster of five genes (*araRBDAT*) that encode proteins for uptake of arabinose and conversion to D-xylulose-5P, which can enter the pentose phosphate pathway (Siezen et al., 2008; Passerini et al., 2013). This cluster has not yet been characterized in *Staphylococcus*. Moreover, the presence of RNS modulated the transcription of two genes (*araB1, araB2*) encoding ribulokinases involved in the pentose interconversion (Table 1).

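At 72 h *araT*, *araA* and *araD* were called down, with log2 ratios (SD, n = 3) of -0.72 ± 0.24 (adjusted p = 0.0262), -1.09 ± 0.45 (adjusted p = 0.0235) and -1.12 ± 0.46 (adjusted p = 0.0233), down in 3 of 3 replicates. At 24 h their ratios lay between -0.04 and 0.04. Tested between the times, the difference passed for *araD* (-1.16, adjusted p = 0.0471, or 0.117 with slides as a block), while the adjusted p was 0.0513 for *araA* and 0.0614 for *araT*. Without replicate 3, or with 72 h fitted on its own, 0 of the 3 were called by limma. No probe of *araA* and *araD* lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of either time.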

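The log2 ratio of *araB1* (SD, n = 3) was 0.98 ± 0.36 (adjusted p = 0.0406, up in 3 of 3 replicates) at 24 h and 0.57 ± 0.58 (adjusted p = 0.179, up in 2 of 3 replicates) at 72 h. For *araB2* it was 0.47 ± 0.53 (adjusted p = 0.312, up in 3 of 3 replicates) at 24 h and -0.93 ± 0.70 (adjusted p = 0.107, down in 3 of 3 replicates) at 72 h. Neither gene was called at either time. Of the pair, 1 was called at each time with the 6 arrays taken as independent.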

Because of the importance of these two metabolic pathways, staphylococci have regulators that sense the availability of these metabolites. Nitrosative stress can alter enzymatic activity resulting in changes in metabolite concentrations and redox balance; these changes will induce the response of these regulators. 

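The gene of the regulator, *ccpA*, was called at 24 h, where its log2 ratio was 0.82 ± 0.33 (adjusted p = 0.0254, up in 3 of 3 replicates) as mean and SD of n = 3. It was -0.34 ± 0.31 (adjusted p = 0.246, down in 3 of 3 replicates) at 72 h. From 24 h to 72 h the log2 ratio differed by -1.16 (adjusted p = 0.0456, or 0.135 with slides as a block). The call at 24 h was lost without replicate 3 and with median centring in place of loess.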

One form of carbon catabolite repression relying on a transcriptional regulator termed CcpA was up-regulated in *S. xylosus* in the presence of RNS at t_24h_ (Table 1). This regulator requires the co-repressor P-Ser-HPr to bind efficiently to its operator sequence *cre* (catabolite responsive element) (Brückner and Titgemeyer, 2002). In our study, the gene coding for the co-repressor was not modulated.

### Amino acid transport and metabolism

Transcript levels of eight genes involved in the metabolism of branched-chain amino acids (*ilv, leu* genes co-localized) and one involved in their transport (*brnQ-1*) were found to be down-regulated in *S. xylosus* in the presence of RNS (Table 1, Figure 4). 

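The 8 *leu* and *ilv* genes had mean log2 ratios from -2.13 (*ilvC*) to -1.43 (*ilvD1*) at 24 h and from -2.62 (*ilvC*) to -1.52 (*ilvA*) at 72 h. At 24 h 6 of them were down in 3 of 3 replicates, and at 72 h 8. None was called by limma at either time, and none passed in the test of the gene mean, where the adjusted p lay between 0.0674 and 0.216 at 24 h and between 0.0917 and 0.131 at 72 h. The replicates differed widely, with SD between 0.84 and 2.13. At 24 h the median over the genes was -0.44 in replicate 1, -2.32 in replicate 2 and -2.82 in replicate 3. At 72 h it was -2.73, -3.49 and -0.35. Without replicate 3, 3 of the 8 were called at 72 h. With the 6 arrays of a time taken as independent, 7 were called at 24 h and 8 at 72 h. The transporter gene *brnQ1* was called down at 24 h, at -1.43 ± 0.20 (adjusted p = 0.0283, down in 3 of 3 replicates), and at 72 h was at -0.85 ± 0.88 (adjusted p = 0.136, down in 2 of 3 replicates), where it was called without replicate 3. No probe of *leuD* at either time, or of *ilvD1* at 72 h, lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.

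**Figure D3:**
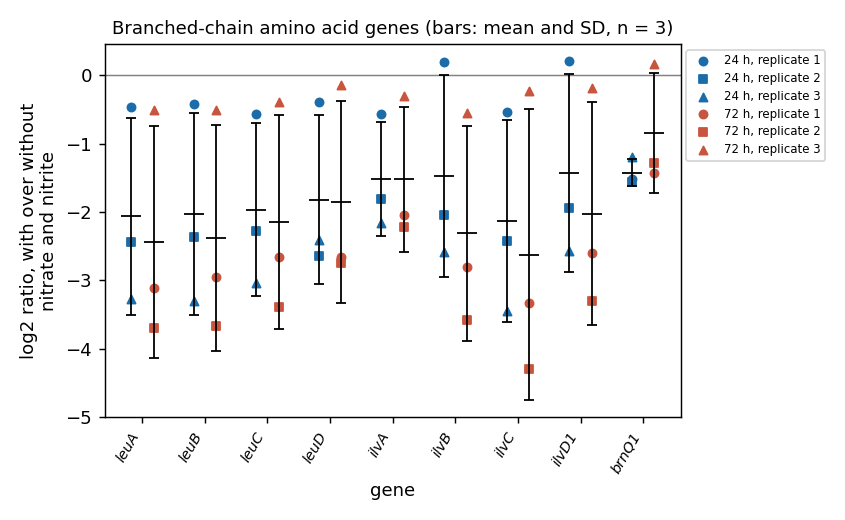
Log2 ratio with over without nitrate and nitrite of the *leu*, *ilv* and *brnQ1* genes in each replicate at 24 h and 72 h. Bars give mean and SD (n = 3). Replicate 1 at 24 h and replicate 3 at 72 h lie closest to 0 for the *leu* and *ilv* genes.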

In fermented sausages, catabolism of branched-chain amino acids (leucine, isoleucine, valine) results in methyl aldehydes, alcohols and acids involved in flavor (Stahnke, 1995). *S. xylosus* plays a fundamental role in this metabolism (Stahnke, 1999). Nitrate or nitrite was found to inhibit the degradation of leucine by *S. xylosus* in meat extract and in laboratory media (Moller et al., 1998; Olesen et al., 2004). This inhibition could be explained by the down-regulation of several genes involved in this metabolism.

Five genes involved in glycine/serine/threonine metabolism were also modulated (Table 1). Three of these genes organized in a cluster (*gcvT, gcvPA, gcvPB*) were up-regulated while two genes (*sdaAA1, sdaAB1*) coding for two subunits of the enzyme L-serine dehydratase, which belongs to the iron sulfur-dependent L-serine dehydratase family, were down-regulated in *S. xylosus* in the presence of RNS (Figure 4).

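*gcvT*, *gcvPA* and *gcvPB* were called up at 24 h, with log2 ratios (SD, n = 3) of 1.64 ± 0.10 (adjusted p = 0.010), 1.82 ± 0.22 (adjusted p = 0.0193) and 1.50 ± 0.28 (adjusted p = 0.0202), up in 3 of 3 replicates. None kept its call without replicate 3. Medians of these genes at 72 h were 0.01, 1.32 and -0.08 in the 3 replicates, and none was called by limma. The ratios of *sdaAA1* and *sdaAB1* were -0.80 ± 0.46 (adjusted p = 0.105, down in 3 of 3 replicates) and -1.07 ± 0.51 (adjusted p = 0.0789, down in 3 of 3 replicates) at 24 h. Neither was called, and both were with the 6 arrays taken as independent. At 72 h their ratios were -0.46 ± 0.71 (adjusted p = 0.341) and -0.49 ± 0.87 (adjusted p = 0.39).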

Sulfur-containing amino acids such as methionine and aromatic amino acids (tryptophan, phenylalanine, and tyrosine) can be oxidized during nitrosative stress (Gaupp et al., 2012). In our conditions, one gene (SXYL_00012) encoding a protein involved in methionine synthesis and 12 genes coding for proteins involved in aromatic amino acid synthesis were modulated (Table 1). 

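SXYL_00012 was called down at 72 h, with a log2 ratio of -1.01 ± 0.29 (adjusted p = 0.0196, down in 3 of 3 replicates) as mean and SD of n = 3, and at 24 h was at -0.53 ± 0.20 (adjusted p = 0.0505, down in 3 of 3 replicates). Among the genes of aromatic amino acid synthesis outside *trp*, *aroD* was called up at 24 h, at 0.64 ± 0.22 (adjusted p = 0.0184, up in 3 of 3 replicates), and *aroE* was called down at 24 h, at -0.61 ± 0.20 (adjusted p = 0.0293, down in 3 of 3 replicates). At 72 h *tyrA* was called up, at 1.45 ± 0.55 (adjusted p = 0.0198, up in 3 of 3 replicates), and *aroK* down, at -0.91 ± 0.43 (adjusted p = 0.0377, down in 3 of 3 replicates). *pheA* was called at neither time, with ratios of -0.19 ± 0.16 (adjusted p = 0.644) and -0.70 ± 0.74 (adjusted p = 0.146). Differences between the times passed for *tyrA* (1.44, adjusted p = 0.0436, or 0.109 with slides as a block) and *aroE* (0.96, adjusted p = 0.0422, or 0.132 with slides as a block). Without replicate 3, *aroK* alone of the genes called kept its call. No probe of *tyrA* at 72 h lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.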

Seven genes (*trpA* to *trpG*) encoding enzymes involved in tryptophan synthesis were organized in one cluster in *S. xylosus* as reported for most Gram-positive bacteria (Gutierrez-Preciado et al., 2005). Six of these genes and the gene SXYL_01128 encoding a DAHP synthase-chorismate mutase were down-regulated in our conditions (Table 1). 

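The 6 *trp* genes were down in 3 of 3 replicates at both times, with log2 ratios from -0.85 (*trpE*) to -0.53 (*trpA*) at 24 h and from -1.42 (*trpC*) to -0.99 (*trpG*) at 72 h. At 72 h *trpE* was called, with a mean and SD (n = 3) of -1.18 ± 0.52 (adjusted p = 0.0305), and 5 of the 6 passed in the test of the gene mean. No *trp* gene was called by limma at 24 h, beside 1 that passed in the test of the gene mean. Without replicate 3, 5 were called at 72 h, where the replicate medians were -1.28, -1.69 and -0.52. SXYL_01128 was called down at 72 h, at -1.11 ± 0.56 (adjusted p = 0.038, down in 3 of 3 replicates), and was at 0.52 ± 0.18 (adjusted p = 0.133, up in 3 of 3 replicates) at 24 h, a difference of -1.63 (adjusted p = 0.0379, or 0.109 with slides as a block). No probe of *trpG* and *trpE* at 24 h, or of *trpA*, *trpC*, *trpD*, *trpG* and *trpE* at 72 h, lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.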

Nitrosative stress can also modulate the expression of genes involved in sulfur-containing amino acids synthesis (Figure 4).

Transcript levels of 11 genes encoding enzymes involved in the urea cycle and metabolism of amino groups were modulated in *S. xylosus* in the presence of RNS (Table 1). Four of them (*rocD1, argC, argB*, SXYL_02450) coding for enzymes involved in the metabolism of ornithine were down-regulated. 

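At 24 h the log2 ratios (SD, n = 3) of *rocD1*, *argC*, *argB* and SXYL_02450 were -0.54 ± 0.18 (adjusted p = 0.0622), -0.56 ± 0.19 (adjusted p = 0.0436), -0.50 ± 0.13 (adjusted p = 0.0499) and -0.40 ± 0.11 (adjusted p = 0.0889), down in 3 of 3 replicates. None was called by limma, 2 passed in the test of the gene mean, and 4 were called with the 6 arrays taken as independent. At 72 h their mean ratios lay between 0.08 (*argC*) and 0.34 (SXYL_02450), and none was called. No probe of *rocD1* and *argC* at 24 h lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.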

The gene *ansA* coding for an enzyme involved in aspartate metabolism, which can fuel the urea cycle, the gene *argG* coding for a urea cycle enzyme and six genes (*ure*) coding for urease were up-regulated. 

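*ansA* was called up at 24 h, with a log2 ratio (SD, n = 3) of 0.75 ± 0.34 (adjusted p = 0.0254, up in 3 of 3 replicates), and lost its call without replicate 3 or with saturated spots kept. *argG* was at 0.39 ± 0.56 (adjusted p = 0.293, up in 2 of 3 replicates) at 24 h and 0.71 ± 0.38 (adjusted p = 0.115, up in 3 of 3 replicates) at 72 h, and was called at neither time. The 6 *ure* genes found on the array had ratios from 1.42 (*ureE*) to 1.72 (*ureC*) at 24 h, up in 3 of 3 replicates, with SD between 0.08 and 0.30. None was called by limma in the model of both times, where the adjusted p of the gene means lay between 0.0571 and 0.118, and all 6 were called when 24 h was fitted on its own or the 6 arrays were taken as independent. The model of both times shares 1 variance between them, and at 72 h the medians of the *ure* genes were 0.88, -1.48 and 1.37 in the 3 replicates. Without replicate 2 the median at 72 h was 1.14, against 0.22 with all 3, and none was called there.

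**Figure D4:**
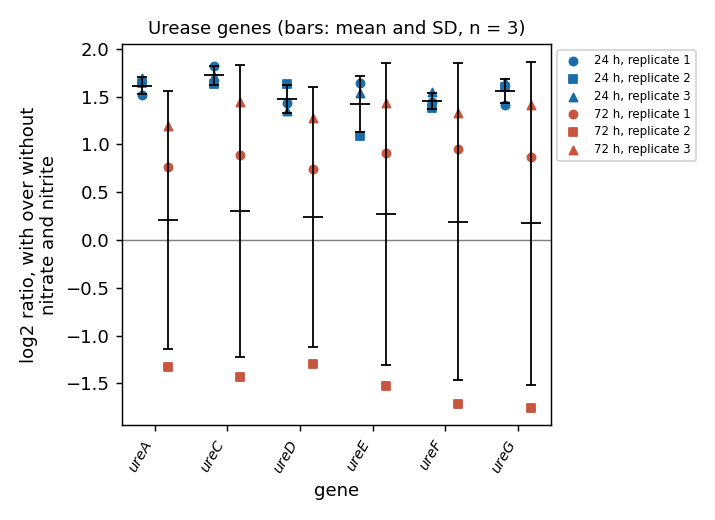
Log2 ratio with over without nitrate and nitrite of 6 *ure* genes in each replicate at 24 h and 72 h. Bars give mean and SD (n = 3). At 72 h replicate 2 lies below 0 and the other replicates above.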

Urease activity generates ammonium which is a source of nitrogen, but ammonium ions can also alkalinize the cytoplasm and contribute to the ΔpH component of the membrane potential, or the ammonia molecule can diffuse from the cells (Jose et al., 1994; Burne and Chen, 2000). Urease activity can furnish *S. xylosus* with ammonium and protect it against the acid pH of the meat model (pH 5.7), but in our conditions there was no difference in pH with or without nitrate and nitrite.

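SXYL_01931 was called up at 24 h, with a log2 ratio (SD, n = 3) of 0.77 ± 0.22 (adjusted p = 0.0156, up in 3 of 3 replicates). The ratios of *ampA*, SXYL_01348 and *dapE* were 0.86 ± 0.27 (adjusted p = 0.0378), 0.55 ± 0.13 (adjusted p = 0.0248) and 0.98 ± 0.51 (adjusted p = 0.0593), up in 3 of 3 replicates and not called. All 4 were called with the 6 arrays taken as independent, and without replicate 3 none was called. By 72 h the mean ratios lay between 0.07 (*ampA*) and 0.45 (SXYL_01931), and none was called by limma or passed in the test of the gene mean.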

Transcript levels of four genes (*ampA*, SXYL_01931, SXYL_01348, *dapE*) encoding peptidases with metallopeptidase activity were found to be up-regulated (Table 1). The gene SXYL_01931 encodes an oligoendopeptidase F. The *S. aureus* corresponding gene was up-regulated after vancomycin treatment or after exposure to AgNO_3_, which caused oxidative stress (Kuroda et al., 2003; Smith et al., 2012). The cytosol aminopeptidase encoded by the gene *ampA* (DQ498891) has already been identified in the cell envelope fraction of *S. xylosus* (Planchon et al., 2007). This aminopeptidase binds manganese ions, and it is noteworthy that the expression of the gene *mntH* involved in manganese transport was also up-regulated.

Osmotolerance is one of the characteristic features of staphylococci. They can import osmoprotectants by several transport systems (Kuroda et al., 2005). In our study, the cluster *opuC* (*opuCABCD*) encoding a glycine betaine/carnitine/choline ABC transporter was down-regulated at t_24h_, but the *opuCC* and o*puCD* genes were up-regulated at t_72h_ (Table 1). This late up-regulation may indicate a modification of the osmotic pressure. In contrast, the gene *opuD1* coding for an uptake system of glycine betaine was down-regulated over time in the presence of RNS (Table 1). 

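At 24 h *opuCA*, *opuCB*, *opuCC* and *opuCD* were called down, with log2 ratios (SD, n = 3) of -1.73 ± 0.40 (adjusted p = 0.00566), -1.80 ± 0.44 (adjusted p = 0.00445), -1.89 ± 0.37 (adjusted p = 0.00427) and -1.85 ± 0.60 (adjusted p = 0.00667), down in 3 of 3 replicates. At 72 h they were 0.69 ± 0.41 (adjusted p = 0.0935), 0.88 ± 0.34 (adjusted p = 0.0517), 0.88 ± 0.39 (adjusted p = 0.0492) and 0.94 ± 0.33 (adjusted p = 0.068), up in 3 of 3 replicates. None was called by limma at 72 h, 1 passed in the test of the gene mean, and 4 were called with the 6 arrays taken as independent. Between the times, the difference passed for all 4, from 2.42 (*opuCA*, adjusted p = 0.0226, or 0.0961 with slides as a block) to 2.80 (*opuCD*, adjusted p = 0.0226, or 0.0945 with slides as a block). Without replicate 3, 2 of the 4 were called at 24 h.

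**Figure D5:**
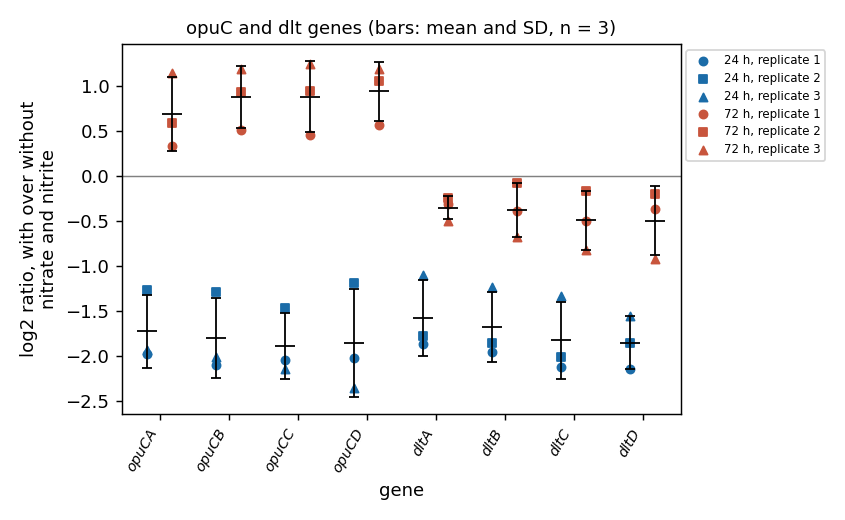
Log2 ratio with over without nitrate and nitrite of the *opuC* and *dlt* genes in each replicate at 24 h and 72 h. Bars give mean and SD (n = 3). The *opuC* genes lie below 0 at 24 h and above 0 at 72 h in every replicate, and the *dlt* genes lie below 0 at both times.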

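*opuD1* was at a log2 ratio of -0.91 ± 0.32 (adjusted p = 0.0401, down in 3 of 3 replicates) at 24 h and -0.95 ± 0.54 (adjusted p = 0.0528, down in 3 of 3 replicates) at 72 h (mean ± SD, n = 3). It was called at neither time, and at both with the 6 arrays of a time taken as independent.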

The down-regulation of *opuD* has already been reported in *S. aureus* subject to combined oxidative and nitrosative stresses (Nobre and Saraiva, 2013). The transporters OpuC and OpuD may respond differently to osmotic environments, but it is not clear why these genes are modulated in our conditions.

### Energy production and conversion

The gene *atpD* coding for one subunit of ATPase synthase was down-regulated at t_24h_ in the presence of RNS (Table 1). 

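At 24 h *atpD* was at a log2 ratio (SD, n = 3) of -0.48 ± 0.12 (adjusted p = 0.0298, down in 3 of 3 replicates). It was not called, since fewer than 66% of its probes passed, but was with the 6 arrays taken as independent. By 72 h it was at -0.15 ± 0.16 (adjusted p = 0.395).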

ATPase synthase genes were down-regulated in *Desulfovibrio vulgaris* after nitrite stress (He et al., 2006). These results suggest that the electron flow was likely shifted from respiratory phosphorylation to nitrate reduction (He et al., 2006).

In our study, five Na^+^/H^+^ antiporter systems were modulated by addition of nitrate and nitrite: either encoded by single genes (SXYL_00623, SXYL_00425, *nhaC*) or by clusters of genes (*mnh*) (Table 1, Figure 4). 

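SXYL_00623 was called down at both times, with log2 ratios (SD, n = 3) of -1.02 ± 0.02 (adjusted p = 0.0313, down in 3 of 3 replicates) at 24 h and -1.83 ± 0.65 (adjusted p = 0.0156, down in 3 of 3 replicates) at 72 h. Without replicate 3 the call at 24 h was lost. SXYL_00425 was at -0.44 ± 0.13 (adjusted p = 0.109, down in 3 of 3 replicates) at 24 h and -0.11 ± 0.40 (adjusted p = 0.694) at 72 h and was called at neither. No probe of SXYL_00425 lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of either time.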

Sodium proton antiporters are ubiquitous membrane proteins involved in cell energetics and play a primary role in the homeostasis of intracellular pH and cellular Na^+^ content, the establishment of an electrochemical potential of Na^+^ and cell volume. Nine different Na^+^/H^+^ antiporters have been identified in Gram-positive and Gram-negative bacteria (Majernik et al., 2001; Lorca et al., 2007). Bacteria have several antiporters catalyzing ostensibly similar reactions and the contribution of each antiporter is not yet established. Antiporter Mnh belongs to the cation/proton antiporter-3 (Mrp) family (Swartz et al., 2007). Mrp antiporters require six or seven genes for full activity and are highly conserved. Two Mnh antiporters encoded by two operon paralogs (*mnh, mnh2*) of seven genes have been described in *S. aureus* (Hiramatsu et al., 1998; Swartz et al., 2007). Similarly, seven genes (*mnhA* to *mnhG*) are also present in the two *S. xylosus mnh* cluster paralogs. 

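In the *mnh2* cluster, *mnhA2*, *mnhD2* and *mnhE2* were called down at 24 h, with log2 ratios (SD, n = 3) of -0.70 ± 0.14 (adjusted p = 0.0186), -0.95 ± 0.06 (adjusted p = 0.0233) and -1.06 ± 0.19 (adjusted p = 0.0131), down in 3 of 3 replicates. *mnhF2* reached -0.88 ± 0.31 (adjusted p = 0.0574, down in 3 of 3 replicates) and was called with the 6 arrays taken as independent. Without replicate 3 none was called. Ratios of the 4 genes at 72 h lay between 0.03 (*mnhF2*) and 0.32 (*mnhD2*), and the difference between the times passed for *mnhA2* (1.00, adjusted p = 0.038, or 0.12 with slides as a block), *mnhD2* (1.27, adjusted p = 0.0471, or 0.119 with slides as a block) and *mnhE2* (1.20, adjusted p = 0.0436, or 0.117 with slides as a block). *mnhG1* was at 0.43 ± 0.29 (adjusted p = 0.0998, up in 3 of 3 replicates) at 72 h, where it was not called.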

In the *mnh* cluster, only *mnhG* was up-regulated in *S. xylosus* at t_72h_, while in the *mnh2* cluster, five genes (*mnh2ADEFG*) were down-regulated at t_24h_ (Table 1, Figure 4). 

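The log2 ratio of *nhaC* was 0.87 ± 0.25 (adjusted p = 0.0561, up in 3 of 3 replicates) at 24 h and 1.11 ± 0.65 (adjusted p = 0.0485, up in 3 of 3 replicates) at 72 h (SD, n = 3). It was called at neither time. Without replicate 3, or with 24 h fitted on its own, it was called at 24 h, and with median centring in place of loess at 72 h. No probe of *nhaC* at 72 h lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.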

The expression of *nhaC* coding for the Na^+^/H^+^ antiporter NhaC of *S. xylosus* was up-regulated in the presence of RNS at t_24h_ and t_72h_ (Table 1). The modulation by RNS of genes encoding Na^+^/H^+^ antiporters has not yet been described. But stresses such as pH, salt, temperature and interplay between these stresses can regulate the level of expression and activity of these antiporters (Padan et al., 2005). Further studies are required to define the specific mechanisms that modulate the efficacy of the antiporters and in some cases their capacity to catalyze multiple activities.

### Cell wall/membrane biogenesis

Transcript levels of four genes (*dlt*A, *dltB, dltC, dltD*) involved in D-alanylation of teichoic acids were down-regulated in *S. xylosus* in the presence of RNS (Table 1, Figure 4). These four genes are organized in an operon (AF032440) (Peschel et al., 1999). 

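At 24 h *dltA*, *dltB*, *dltC* and *dltD* were called down, with log2 ratios (SD, n = 3) of -1.58 ± 0.42, -1.68 ± 0.39, -1.83 ± 0.43 and -1.85 ± 0.30, an adjusted p of 0.00427 for each, and a fall in 3 of 3 replicates. Without replicate 3 the 4 calls held. The same genes at 72 h were at -0.35 ± 0.13 (adjusted p = 0.227), -0.38 ± 0.30 (adjusted p = 0.228), -0.49 ± 0.33 (adjusted p = 0.163) and -0.50 ± 0.38 (adjusted p = 0.135), down in 3 of 3 replicates, and none was called by limma or passed in the test of the gene mean. Differences between the times passed for the 4 genes and lay between 1.23 (*dltA*, adjusted p = 0.0394, or 0.119 with slides as a block) and 1.35 (*dltD*, adjusted p = 0.0393, or 0.12 with slides as a block). No probe of *dltC* lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays of a time.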

Esterification of D-alanine to teichoic acids has pleiotropic effects such as regulation of autolysins, binding of cations (Na^+^, Mg^2+^, Ca^2+^) to the cell envelope and resistance to antimicrobial cationic peptides and proteins (Neuhaus and Baddiley, 2003; Schneewind and Missiakas, 2014). In *S. aureus*, the degree of D-alanylation depends on the environmental conditions, and decreases with increase in pH, temperature or salt (Neuhaus and Baddiley, 2003). Moreover, *dlt* expression is repressed in response to Na^+^, Mg^2+^, and Ca^2+^ (Koprivnjak et al., 2006). It is noteworthy that in our conditions the gene *mgtE* coding for a protein involved in magnesium transport and the gene *nhaC* coding for an antiporter involved in the uptake of Na^+^ were up-regulated in *S. xylosus*.

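For *mgtE* the log2 ratio (SD, n = 3) was -0.47 ± 0.10 (adjusted p = 0.0234, down in 3 of 3 replicates) at 24 h and 0.24 ± 0.10 (adjusted p = 0.164, up in 3 of 3 replicates) at 72 h. It was called at neither time, but down at 24 h with no background correction, with the processed signals or the deposited series matrix values, with that time fitted on its own, with the gene-level test, and with the 6 arrays taken one by one. The difference between the times was 0.71 (adjusted p = 0.0393, or 0.131 with slides as a block).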

### DNA synthesis and repair

Transcript levels of three genes encoding ribonucleoside reductases (RNRs) were modulated (Table 1). Two of them (*ndrI, nrdF*) were up-regulated, while *nrdG* was down-regulated. 

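*nrdI* and *nrdF* were called up at 72 h, with log2 ratios (SD, n = 3) of 1.63 ± 0.46 (adjusted p = 0.0123, up in 3 of 3 replicates) and 1.87 ± 0.51 (adjusted p = 0.0107, up in 3 of 3 replicates). At 24 h they were at 0.72 ± 0.05 (adjusted p = 0.0375) and 0.74 ± 0.06 (adjusted p = 0.0439), up in 3 of 3 replicates and not called. *nrdG* was at -1.68 ± 0.99 (adjusted p = 0.0435, down in 3 of 3 replicates) at 72 h, with replicates at -2.22, -2.28 and -0.54, and was not called there with all 3 replicates but was without replicate 3. At 24 h *nrdG* was at 0.29 ± 0.28 (adjusted p = 0.601).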

RNRs are enzymes essential for the synthesis of deoxyribonucleotides, the precursors of DNA synthesis or repair (Figure 4). They catalyze the reduction of the four ribonucleotides to maintain a pool of deoxyribonucleotides during the cell cycle. Three classes of RNRs are known (Rabinovitch et al., 2010). *S. aureus* contains Class Ib and class III RNRs, which are essential for aerobic and anaerobic growth, respectively (Masalha et al., 2001). Class III RNRs are encoded by *nrdD* and *nrdG* genes in *S. aureus* (Masalha et al., 2001). Similar organization is found in the genome of *S. xylosus*, but *nrdD* is truncated, i.e., a pseudogene. It is worth noting that two truncated parts of *nrdD* (SXYL_00148; SXYL_00149) were transcriptionally active and were also down-regulated, as mentioned for *ndrG*. 

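SXYL_00148 and SXYL_00149 were called down at 72 h, with log2 ratios (SD, n = 3) of -1.83 ± 1.03 (adjusted p = 0.0388, down in 3 of 3 replicates) and -1.55 ± 0.82 (adjusted p = 0.038, down in 3 of 3 replicates). Replicate 3 lay closest to 0 in both, the replicates of SXYL_00148 being at -2.65, -2.17 and -0.67. Ratios at 24 h were 0.51 ± 0.17 (adjusted p = 0.356) and 0.33 ± 0.24 (adjusted p = 0.467), up in 3 of 3 replicates. Between the times the change differed by -2.34 for SXYL_00148 (adjusted p = 0.0471, or 0.109 with slides as a block) and -1.88 for SXYL_00149 (adjusted p = 0.0515). No probe of either gene at 72 h lay more than 2.6 SD above the negative control spots in both channels on all 6 arrays.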

The class Ib NrdEF is encoded by the *nrdE* and *nrdF* genes, which form an operon containing a third gene *nrdI* which overlaps with *nrdE* in *S. aureus* (Masalha et al., 2001). We observed the same cluster of three genes *nrdIEF* in the *S. xylosus* genome. In *S. aureus*, NrdEF are able to function with thioredoxin reductase as the donor of hydrogen (Rabinovitch et al., 2010). In our study, the expression of the gene *trxB* encoding thioredoxin reductase was up-regulated (Table 1). In *E. coli*, expression of the *nrdHIEF* operon is triggered in response to oxidative stress (Monje-Casas et al., 2001). This induction is mediated by the inactivation of Fur (Martin and Imlay, 2011). In our study, as already stated, nitrosative stress inactivated Fur in *S. xylosus*, and a similar mechanism could explain the up-regulation of *nrdI* and *nrdF* (Figure 4).

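*folD*, *folB* and *folP* were called up at 24 h, with log2 ratios (SD, n = 3) of 1.24 ± 0.32 (adjusted p = 0.00968), 0.77 ± 0.17 (adjusted p = 0.00984) and 0.77 ± 0.13 (adjusted p = 0.0122), up in 3 of 3 replicates. *folK* reached 0.47 ± 0.12 (adjusted p = 0.0317, up in 3 of 3 replicates) and was called with the 6 arrays taken as independent. Ratios of the *fol* genes at 72 h lay between 0.18 (*folK*) and 0.50 (*folD*), up in 3 of 3 replicates, and none was called by limma or passed in the test of the gene mean. Without replicate 3 none was called at 24 h.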

Four genes (*folD, folB folK, folP*) encoding proteins involved in the synthesis of folate were up-regulated in *S. xylosus* in the presence of RNS (Table 1). As *S. xylosus* C2a is able to grow in a minimal medium including only three vitamins (thiamine, nicotinic acid, and biotin) (Fiegler and Brückner, 1997), we can suppose that it has the capacity to synthesize folate. Folate is required as a cofactor in one-carbon-atom transfer reactions, including methionine, purine, and thymine syntheses, and it has been proposed as an antioxidant that scavenges peroxyl, azide and hydroxyl radicals (Huang et al., 2004; Rossi et al., 2011).

Two genes, *nth* encoding an endonuclease type III and *uvrC* encoding UvrABC system protein C, involved in DNA excision repair were up-regulated in *S. xylosus* in the presence of RNS (Table 1, Figure 4). 

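Both genes were called up at 24 h, *nth* with a log2 ratio (SD, n = 3) of 0.49 ± 0.08 (adjusted p = 0.0204, up in 3 of 3 replicates) and *uvrC* with 0.75 ± 0.20 (adjusted p = 0.0123, up in 3 of 3 replicates). Neither was called without replicate 3 or with median centring in place of loess. At 72 h *nth* was at -0.20 ± 0.11 (adjusted p = 0.216, down in 3 of 3 replicates), a difference of -0.70 from 24 h (adjusted p = 0.0394, or 0.122 with slides as a block), and *uvrC* was at 0.41 ± 0.15 (adjusted p = 0.0851, up in 3 of 3 replicates).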

In *E. coli*, pyrimidine lesions generated by free radical HO are recognized by endonuclease types III and VIII (Wallace, 1988). The complex UvrABC is involved in nucleotide excision and repair, and the genes *uvrABC* are reported in *S. aureus* (Ambur et al., 2009) and also present as a cluster in *S. xylosus*.

### Post-translational modification, protein turnover, chaperones

Chaperones and ATP-dependent proteases play a major role in bacterial survival under conditions of stress where proteins tend to unfold and aggregate. In our conditions, nitrosative stress leads to an increase in the expression of *hslO* (heat shock protein 33 homolog), *clpC* (ATP-dependent Clp protease ATP-binding subunit clpC) and *groS*, (Table 1, Figure 4). 

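*hslO* was called up at 24 h, with a log2 ratio (SD, n = 3) of 0.87 ± 0.15 (adjusted p = 0.0162, up in 3 of 3 replicates), a call lost without replicate 3, and *clpC* at 72 h, with 1.05 ± 0.42 (adjusted p = 0.0226, up in 3 of 3 replicates). *groS* was at -0.68 ± 0.27 (adjusted p = 0.0785, down in 3 of 3 replicates) at 24 h and 0.95 ± 0.54 (adjusted p = 0.0501, up in 3 of 3 replicates) at 72 h, was called at neither time, and differed between them by 1.63 (adjusted p = 0.0393, or 0.117 with slides as a block). With the 6 arrays of a time taken as independent, *groS* was called down at 24 h and up at 72 h.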

The heat shock protein Hsp33 was first found to be induced by heat shock, but it has been discovered that it requires both unfolding as well oxidative conditions to become active (Ilbert et al., 2007). Hsp 33 contains a bound Zn^2+^ ion coordinated by four cysteines, and under oxidizing conditions two disulfide bonds are formed involving the reactive cysteines, while under reducing conditions zinc is bound to the reactive cysteines and the protein is inactive. It is worth noting that the gene *czrA* encoding a zinc and cobalt repressor was up-regulated in *S. xylosus* (Table 1), as already described for *S. aureus* during nitrosative stress (Nobre and Saraiva, 2013). 

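*czrA* was called up at 72 h, with a log2 ratio of 1.05 ± 0.13 (adjusted p = 0.0126, up in 3 of 3 replicates) as mean and SD of n = 3, and at 24 h was at -0.05 ± 0.19 (adjusted p = 0.803, down in 2 of 3 replicates). The ratio at 72 h was higher by 1.09 (adjusted p = 0.0283, or 0.114 with slides as a block). Its call was lost without replicate 3.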

The gene *clpC* has been shown to be induced in heat-shocked cells in *S. aureus* (Frees et al., 2004). It is noteworthy that the expression of the heat-inducible transcription repressor *hcrA* was down-regulated in *S. xylosus* in the presence of RNS. 

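*hrcA* was at a log2 ratio (SD, n = 3) of -0.55 ± 0.11 (adjusted p = 0.0233, down in 3 of 3 replicates) at 24 h, where it was not called although the gene mean passed. It was called there with the 6 arrays taken as independent. At 72 h it was at -0.08 ± 0.20 (adjusted p = 0.663, down in 2 of 3 replicates).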

In *S. aureus*, HrcA regulator is required to repress transcription of *groS* and is modulated by the thiol-specific oxidant diamide (Wolf et al., 2008).

## Conclusions

In this study, determination of the global gene expression of *S. xylosus in situ* in meat in the presence of nitrate and nitrite at the levels used in the meat industry has allowed us to unravel the adaptive response of this bacterium to nitrosative stress. *S. xylosus* counteracts nitrosative stress by developing several oxidative stress resistance mechanisms such as modulation of the expression of genes involved in iron homeostasis mostly under the control of Fur, detoxifying enzymes mostly under the control of PerR, and DNA and protein repairs. Nitrosative stress could alter Fe-S clusters and sulfur-containing proteins and *S. xylosus* adapts to these changes in metabolite concentrations by modulating the expression of several genes involved in carbon and nitrogen metabolism, energy production and cell wall biogenesis. Our results offer the sole data set for the response of a food-associated bacterium when exposed to nitrate and nitrite in meat. Despite the low concentration of nitrate and nitrite used, a significant change in the *S. xylosus* gene expression was observed. The strategies to reduce the input of nitrate and nitrite in meat products should also take into account the potential impact on bacterial starter cultures.

### Conflict of interest statement

The Review Editor Yves Le Loir declares that, despite being previously involved in a joint funding project with the author Régine Talon, the review process was handled objectively and no conflict of interest exists. The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic analysis of Staphylococcus xylosus in the presence of nitrate and nitrite in meat reveals its response to nitrosative stress
**Source:** Front Microbiol. 2014 Dec 15;5:691. doi: 10.3389/fmicb.2014.00691
**Supplement:** Supplementary file 1

**Supplementary Table 1. Targeted genes of *Staphylococcus xylosus* for the validation of microarray data by qPCR: expression at t<sub>24h</sub> or t<sub>72h</sub> in meat in the presence of nitrate and nitrite.**

| Gene         | Sequences of primers pairs for qPCR (5'-3') |                        | Ratio of expression at indicated time as determined by: |     |      |     |
|--------------|---------------------------------------------|------------------------|---------------------------------------------------------|-----|------|-----|
|              |                                             |                        | Microarray                                              |     | qPCR |     |
|              |                                             |                        | 24h                                                     | 72h | 24h  | 72h |
| <i>rpsB</i>  | GCTAGAAGCAGGTGTTCACT                        | CCGCCATCTTCTGATACTTGT  | 0.5                                                     | 0.5 | 0.5  | 0.5 |
| <i>queC</i>  | GGCTATCGTAGTGTTTAGTGGT                      | ATGTTGTTCTTCTGCAATGCG  | 0.4                                                     | 0.5 | 0.6  | 0.6 |
| <i>pheT</i>  | TAACGTGCTTGCTGAACGTAT                       | TGGCTCTACTTCACCAATGTC  | 0.6                                                     | 0.7 | 0.8  | 0.6 |
| <i>srtA</i>  | TATCCAGGACCTGCTACACC                        | TGCCTACTTTTGCCTCTGG    | 0.6                                                     | 0.7 | 0.7  | 0.6 |
| <i>leuC</i>  | GCGACACTTGACCATAATGTG                       | CTGTTTCAGGTCCAACCATGT  | 0.2                                                     | 0.2 | 0.4  | 0.4 |
| <i>ilvC</i>  | GGCTATGGATCTCAAGGACAC                       | ACAGGATATACTTCGAAGCCG  | 0.2                                                     | 0.2 | 0.4  | 0.4 |
| <i>trpC</i>  | TGCTCGAACAGGGCTATTATG                       | GTGCTAAAATCTCTACCTGGCA | 0.5                                                     | 0.3 | 0.7  | 0.5 |
| <i>metK</i>  | GTTGCTTGTGAGACGACAGTA                       | GCCATTGTCTGGCTATCGTA   | 0.4                                                     | 0.3 | 0.5  | 0.4 |
| <i>nrpI</i>  | TGGTCACTTGAACGATAGGAT                       | CTGAGATAGACCGTCCAGC    | 1.5                                                     | 3.0 | 1.9  | 4.6 |
| <i>mntH</i>  | TCCGTCAATGCTCATGGTAAG                       | GCACCACCTTGCATAGATGT   | 1.4                                                     | 2.2 | 1.5  | 3.9 |
| <i>ispD</i>  | TAGCAGGCGGTATTGGTTC                         | CCTTCGTATGCGAAATCCAC   | 1.5                                                     | 0.5 | 2.4  | 0.7 |
| <i>rplJ</i>  | GTGGTCTAAGCGTTGCTGA                         | GTAGCAACTGCAGTAGGACC   | 0.6                                                     | -   | 0.6  | -   |
| <i>dltD</i>  | GGTACTGGTGGTTCGACAG                         | AACTGATTGAGCTGTGCCT    | 0.3                                                     | -   | 0.2  | -   |
| <i>proC</i>  | GTGCTGGAAATATGGCACATG                       | ATTGACGCCTAACTCATCAGC  | 1.5                                                     | -   | 1.5  | -   |
| <i>gecT</i>  | GATGGGCTATGCCAGTCC                          | ACTGTGCAGCTTCACTACC    | 3.3                                                     | -   | 6.0  | -   |
| <i>aroD</i>  | TCGAACGAAGACTCAAGGTG                        | TTGCGATGCGCTGATTCTA    | 1.7                                                     | -   | 2.5  | -   |
| <i>ureA</i>  | GCAGCAGATTTAGCTCGTAGA                       | CCTCCATTACATCATCTCACC  | 3.1                                                     | -   | 3.9  | -   |
| <i>argC</i>  | AGGTAGTGGTTATGGAGCGAT                       | GCGTTAAGTGACTCAAGTGAG  | 0.5                                                     | -   | 0.6  | -   |
| <i>hutG</i>  | CTGGCACAACGTGATCTTTG                        | TCAGGACCTTCTTTAGCACC   | 1.9                                                     | -   | 2.1  | -   |
| <i>deoD</i>  | TGTATTAATGCCAGGCGATCC                       | AATACTTGGTACGCCCATTCC  | 2.0                                                     | -   | 2.4  | -   |
| <i>nagA</i>  | GGACGCTTCATTTGAAGGATT                       | TCCCAACAATACTAGCTGCAT  | 1.7                                                     | -   | 2.6  | -   |
| <i>fruK</i>  | AGGAGGCTTTCCAGGACAA                         | GTGGACCAGGCGCATTAAAT   | 0.6                                                     | -   | 0.6  | -   |
| SXYL_02582   | ACGCCTGTAGCTCAAATAGTG                       | GGCTGCGAATTCTCTGGAAT   | 2.0                                                     | -   | 2.8  | -   |
| <i>drp35</i> | AGTGAGGTGCCTATTCTTGC                        | GAAGCAAAGCCCTTCAAGTTG  | 2.3                                                     | -   | 2.4  | -   |
| SXYL_00101   | GCAGAAGAAGGTGCAAACG                         | GCGTTATTGACCAAGCCATC   | 2.0                                                     | -   | 8.5  | -   |
| <i>fda</i>   | TGGTAGTACACCTAAAGCGC                        | TGATGAAACAATACGTGTACGC | 2.2                                                     | -   | 2.6  | -   |
| <i>folB</i>  | TTATCATGGCGCGTTACCA                         | GGCTTCCCTTCCATAATCGC   | 1.6                                                     | -   | 2.1  | -   |
| <i>fabD</i>  | ATAGCTTAGGCGAGTATGCG                        | AACTTCCTCGTAATCCAAGCC  | 0.6                                                     | -   | 0.7  | -   |
| <i>hslO</i>  | CGTGCATACAGTGCTTTGAC                        | CACCTTCAACATAGCACCC    | 1.7                                                     | -   | 2.5  | -   |
| <i>panD</i>  | CATAGAGCGAGAGTGACGG                         | ACCACTACCTCGTTCACCTT   | 0.6                                                     | -   | 0.6  | -   |
| SXYL_00607   | ATGGGCACAGTGTCAATAGT                        | TTACGAGGTAATCGCCTGC    | 2.1                                                     | -   | 2.6  | -   |
| <i>ahpC</i>  | CACAGCTAACGCTTATGATCC                       | CGAATGAGAAGTCTGCTGGG   | -                                                       | 2.0 | -    | 2.6 |
| <i>ldh2</i>  | GCAAGTGAGAAAGCTCTTGAT                       | ACTCGCAGCAACCACAATAA   | -                                                       | 0.6 | -    | 0.6 |
| <i>glpD</i>  | GCACAAGGTACAAGTTCACG                        | AAGCATACGTTCAAGGTGTTGT | -                                                       | 0.7 | -    | 0.8 |
| <i>tyrA</i>  | ATGCAACACCCGTACAACA                         | TTGGATGGCCACCATAAG     | -                                                       | 2.5 | -    | 2.8 |
| <i>carA</i>  | ACGGCAATGACGGGTATC                          | GGTTGGCTGCTGCTTTCT     | -                                                       | 0.5 | -    | 0.5 |
| <i>guaB</i>  | GGCTAGACAAGGTGGACTTG                        | ACCCATCAATGCTTCTGCTT   | -                                                       | 1.5 | -    | 1.5 |
| <i>bioB</i>  | GAAGACGCAAGTGTGGATACA                       | TGCCCACAATAGCCACAATT   | -                                                       | 0.4 | -    | 0.3 |

# Supplementary material for: Transcriptomic analysis of Staphylococcus xylosus in the presence of nitrate and nitrite in meat reveals its response to nitrosative stress
**Source:** Front Microbiol. 2014 Dec 15;5:691. doi: 10.3389/fmicb.2014.00691
**Supplement:** Supplementary file 2

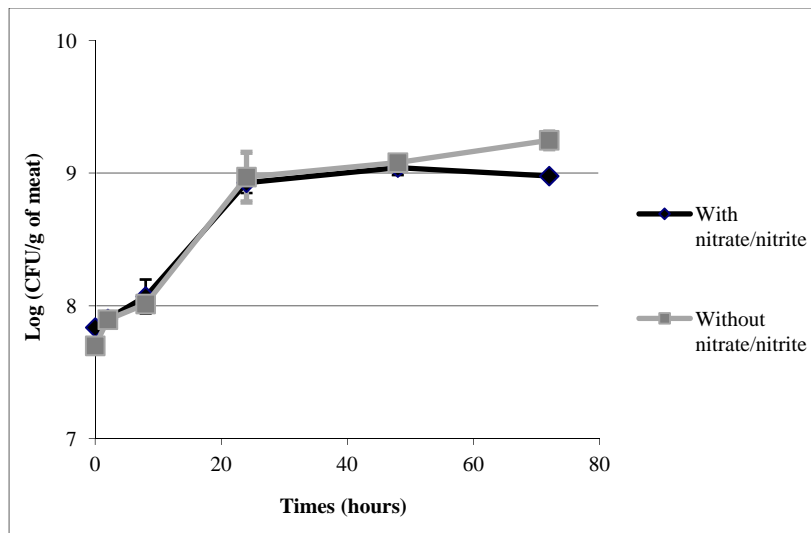

**Supplementary Figure1. *Staphylococcus xylosus* growth over time in the presence or absence of nitrate and nitrite in the meat model.**

How the deposited data were processed for this re-analysis (not part of the article)

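Transcripts of *S. xylosus* C2a in meat with and without nitrate and nitrite were measured at 24 h and 72 h on 12 2-colour Agilent arrays, 6 per time. The meat held 5 g per kg of glucose and 27.7 g per kg of sodium chloride. The authors deposited the scanner software's output for each array, with raw and processed signals of both dyes, and a matrix of log2 ratios. Per the file headers, the authors made the intensity values of each spot from the scan with Agilent's Feature Extraction software as the mean pixel brightness in each dye, and the processed intensities by its dye normalization (linear and LOWESS) without local background subtraction. The log10 values deposited by the authors are the software's log ratio of the processed Cy5 over the processed Cy3 intensity. The log2 values of the matrix, as deposited by the authors, are that ratio on the log2 scale. The matrix was checked against the processed signals and holds their log2 ratio, turned to with over without, on all 12 arrays. Samples were grouped by time and by replicate as their labels state, and the 2 dye-swapped arrays of a pair of extracts count as 1 replicate, so that n = 3 per time. How the dye-swapped arrays entered the statistical model is not stated in the paper's text.

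From the raw signals, background was corrected by limma's normexp with an offset of 50, and the dye ratio was normalised by loess within each array. Control features were set aside, and saturated spots and spots marked as outliers by the scanner software were left out. Between 2 and 708 gene probes per array were left out in this way at 24 h and between 27 and 347 at 72 h, of which at most 5 per array were saturated. Probes were tested with limma 3.58.1 under R 4.3.3 in 1 model of both times with 4 residual degrees of freedom, and p was adjusted by Benjamini-Hochberg at 0.05. A gene was called when at least 66% of its tested probes passed in the same direction. The paper's rule is at least 66% of the probes, and the common direction and the limit to tested probes were added here. The means of the probes of each of the 2641 genes were also tested with limma, for the adjusted p of single genes and for the difference between 72 h and 24 h. The paper took the samples of both times from the same 3 experiments, and each slide held the same replicate number of both times, which pairs the samples. The deviations of same-numbered ratios from the mean of their time correlated at -0.41, 0.13 and -0.11 across probes. The difference was tested without a block for the pairs, and the result with the block is given beside it. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

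Genes named in the text are those that the paper names and can be paired with an array gene, and the 5 called genes per time and direction with the largest changes among those that moved the same way in 3 of 3 replicates. This rule and the settings above were fixed in advance. It gives 162 genes, of which 126 of the 129 genes of Table 1 and 37 of the 38 genes of Supplementary Table 1 are part. The other gene of Supplementary Table 1 is printed as *gecT* and was not paired under that name. Names come from a match of the authors' values in Supplementary Table 2 (mean ratio, SD over probes within a relative tolerance of 2e-05, and share of probes) with the deposited ratios of each array gene, and from primers with at least 15 bases in a probe. In all, 605 genes were paired. The values that settle a name are the authors' own ratios, so the directions of named genes are not independent of the study's.

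The alternatives tried were no background correction, the processed signals or the deposited matrix in place of the raw signals, median centring in place of loess, saturated spots kept, probes left out by the software's flag for signals well above background, the 6 arrays of a time as independent (with or without a dye effect for each probe) or with the extracts as a random block, each time fitted on its own, unpaired groups, each replicate left out in turn, the test of gene means, the share taken over all probes, and the replicate number as a block in the difference between times. Added after the data were seen were a filter on dim probes by the 50 negative control spots and 4 fits of the deposited matrix with 6 arrays per time.

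The calling was tested on simulated data. With a log2 change of 2 set in 100 genes, 94 were called at 24 h and 93 at 72 h. With a log2 change of 1, 70 of 100 were called at each time, and of 2441 genes with no change set, 0 were called at each time. For the difference between times, 99 of 100 changed genes passed and 8 of 2541 others. The replicate noise was drawn separately for each probe, whereas in the arrays the probes of a gene read the same extract. A deviation shared by these probes was not simulated. The counts therefore do not measure false calls or recovery in the arrays.

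The gene of a Fur or PerR box was taken from the paper, and no sequence was searched. Genes that the paper names but that could not be paired with an array gene, among them *ftnA*, *bcp* and *mnhG2*, were left out. The numbers of arrays and of replicates limit the precision of every value.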

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

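The comparison with other splits of the samples and the counts of genes with the larger change or the opposite sign and an unadjusted p under 0.05 at 72 h were tests chosen only after the result was seen, and the tests of opposite signs among the 174 genes, of opposite strands and of neighbouring genes were set before.

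In the test of the difference between 72 h and 24 h, the change with nitrate and nitrite differed for 174 genes. The paper lists the times separately and does not test the difference. Each slide held the same replicate number of both times, and with slides as a block the difference passed for 3 genes, *padA*, *lcdH* and SXYL_00487, beside 626 with an unadjusted p under 0.05. Ratios compressed by the lower signals at 72 h would make the change smaller at that time. Of the 174 genes, 47 had the larger change at 72 h, 31 of them called there, where the threshold allows 8.7 false positives, so compression is argued against for these. Opposite signs at both times were found for 119 of the 174, where signs by noise at 72 h give 87, but choosing genes for a difference favours opposite signs, so this count alone does not decide. Of the 240 genes called at 24 h, 22 had the opposite sign with an unadjusted p under 0.05 at 72 h, where noise around 0 gives 6. The model shares 1 variance between the times, so a call at 24 h favours genes with a small spread at 72 h. The 6 may therefore be too low, and neighbours such as the *opuC* genes are not independent, so this count does not decide either. Among the 127 genes with the larger change at 24 h, 20 are of this kind. They include *lcdH*, SXYL_00485, SXYL_00487, *aroE* and all 4 *opuC* genes. For the 127 genes compression stays open. The 6 samples allow 10 splits into groups of 3, and 1 of 10, the real one, gave as many genes. The 3 other splits that part all 3 same-numbered pairs gave at most 3 genes, and in the other 6 splits 2 of the 3 pairs stay together. Since 1 of 10 is the smallest share the design allows, chance cannot be excluded by splits. The count was 0 without replicate 1, 3 without replicate 2 and 0 without replicate 3 in limma, beside 335, 481 and 850 genes with an unadjusted p under 0.05, against 741 with all replicates. The time in meat itself, a biological difference that the design names, stays open and was not tested apart from the arrays of each time.

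Among the genes of this comparison, the change rose from 24 h to 72 h by a log2 difference of 2.42 for *opuCA*, 2.68 for *opuCB*, 2.77 for *opuCC* and 2.80 for *opuCD*. It rose by 1.23 for *dltA*, 1.30 for *dltB*, 1.33 for *dltC* and 1.35 for *dltD*, and by 1.00 for *mnhA2*, 1.27 for *mnhD2* and 1.20 for *mnhE2*. Other rises were 0.83 for *sstC*, 0.71 for *mgtE*, 1.63 for *groS*, 1.09 for *iolJ*, 1.44 for *tyrA*, 0.96 for *aroE*, 1.09 for *czrA* and 0.89 for *rplJ*. The largest were 4.50 for *lcdH*, 4.14 for SXYL_00485, 4.05 for SXYL_00487 and 4.19 for *padA*. The difference was -0.65 for *fbp*, -0.88 for *fda*, -1.16 for *araD*, -1.63 for SXYL_01128, -0.70 for *nth*, -0.95 for *perR* and -1.16 for *ccpA*. It was -2.34 for SXYL_00148, -1.43 for *ispD*, -0.67 for *ldh2*, -1.25 for SXYL_01086, -3.77 for SXYL_00429, -1.56 for SXYL_02014, -1.32 for *metN2* and -1.47 for SXYL_02013. The adjusted p of these differences lay between 0.00846 (*lcdH*) and 0.0497 (*sstC*). With slides as a block it lay between 0.0159 and 0.0287 for *padA*, *lcdH* and SXYL_00487 and between 0.0852 and 0.135 for the others. Several of these genes have no probe above the negative control spots at 1 or both times, among them *lcdH*, SXYL_00487, *sstC*, *dltC*, *tyrA*, *araD*, SXYL_00148, SXYL_02014, *metN2* and SXYL_02013.

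A further 6 genes moved up in 3 of 3 replicates at 1 time and down in 3 of 3 at the other, while the test of the difference did not pass. These are *msrA1* (-1.04, adjusted p = 0.0574), *malA* (-1.04, adjusted p = 0.0863), *araB2* (-1.40, adjusted p = 0.0985), SXYL_02450 (0.74, adjusted p = 0.0686), *nrdG* (-1.97, adjusted p = 0.0673) and SXYL_00149 (-1.88, adjusted p = 0.0515). No explanation beyond those above was tested for them.

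Intergenic probes, on which the paper does not report, also changed. By the same rule, 71 of 1637 intergenic regions were called at 24 h, 33 up and 38 down, and 30 at 72 h, 19 up and 11 down. The median of the mean log2 signal was 9.21 for the probes of the called regions, 7.71 for all intergenic probes, 9.63 for gene probes and 6.80 for the negative control spots. One candidate explanation is technical, namely labelling that copies both strands. For 3553 intergenic probes that share at least 25 bases with a gene probe on the opposite strand, the log2 ratios of both probes correlated at 0.986 at 24 h and 0.981 at 72 h, and the mean log2 signals differed by a median of -0.12. Such probes lie in 19 of the 71 (26.8%) and 13 of the 30 (43.3%) called regions, against 700 of all 1637 (42.8%), so that called regions do not hold them more often than others. Copying may account for calls in the regions that hold them and was not tested in the rest. The other candidate explanation is transcripts that run on from a neighbouring gene. A neighbouring gene with a change of at least 0.5 in the same direction was found for 68 of the called regions, 51 at 24 h and 17 at 72 h, where the highest count in 1000 random draws of regions was 29 at 24 h and 13 at 72 h. This is consistent with run-on from neighbours, but copied strands of neighbouring genes would give the same, and the regions left over stay open.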

How the results depend on the processing

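Tests chosen only after the result was seen were the filter on dim probes by the negative control spots and the 4 fits of the deposited matrix with 6 arrays per time.

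The numbers of called genes depended on how the replicates entered the model. Against 240 genes at 24 h, no background correction gave 373, the processed signals 376 and the deposited matrix 369. The 6 arrays as independent gave 569, with the extracts as a random block 386 and with a dye effect for each probe 711. With 24 h fitted on its own there were 402, and in the test of gene means 460. Against 95 genes at 72 h, the 6 arrays as independent gave 398, the random block 265, the dye effect 524, the test of gene means 200, and 72 h fitted on its own 0 in limma, where 476 genes had an unadjusted p under 0.05. At either time, against 316, the 6 arrays as independent gave 854, the random block 597, the dye effect 1060 and the test of gene means 593. At both times, against 19, no background correction gave 30, the processed signals 30, the matrix 29, median centring 10, the 6 arrays as independent 113, the random block 54, the dye effect 175, each time on its own 0 and the test of gene means 67. Taking 6 arrays for 3 replicates adds residual degrees of freedom by construction, and fitting 1 time alone leaves 2 of the 4. The cause of the other changes was not tested.

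The other alternatives stayed within 1.5 times the counts at 24 h and at 72 h. Unpaired groups (no replicate block) gave 187 genes at 24 h and 81 at 72 h, median centring 174 and 68, and saturated spots kept 238 and 95. The flag for signals well above background left out 0 probes, and the share over all probes changed no count, so that neither says anything about stability.

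Leaving out 1 replicate per time gave between 0 and 76 genes at 24 h, between 0 and 76 at 72 h, between 0 and 148 at either time and between 0 and 4 at both. No gene was called without replicate 1, where limma left 441 genes at 24 h and 371 at 72 h with an unadjusted p under 0.05. Without replicate 2 there were 3 and 0 genes beside 698 and 525, and without replicate 3 there were 76 and 76 beside 906 and 833. The adjusted test has fewer samples by construction, while the unadjusted count at 72 h was 744 with all replicates and thus rose without replicate 3.

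The difference between 72 h and 24 h, with 174 genes, gave 262 with no background correction, 109 with median centring, 732 with the 6 arrays as independent, 395 with the random block and 851 with the dye effect. With the replicate number, which is also the slide, as a block (replicate block) it gave 3, beside 626 with an unadjusted p under 0.05. The block leaves 2 of the 4 residual degrees of freedom. Of the 38 named genes that passed without it, 3 passed with it, and the other 35 had an unadjusted p under 0.05 and an adjusted p between 0.0852 (*opuCB*) and 0.135 (*ccpA*). With 1 replicate left out the count lay between 0 and 3.

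Of the alternatives added after the data were seen, the 4 fits of the matrix with 6 arrays and each time on its own gave 696 genes at 24 h, 719 with a variance trend, 771 with a dye effect and 928 with a random block. At 72 h they gave 214, 182, 223 and 73, at either time 816, 818, 889 and 959, and at both 94, 83, 105 and 42. The filter on dim probes, which left out 6241 gene probes at 24 h and 8206 at 72 h, gave 256 and 65. It leaves no probe for 54 of the values of named genes, 21 of them called. This is the limit that signal over background sets.

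Of the 324 values of named genes, 96 were called, and none changed direction while called under any alternative. The alternatives other than each time on its own and the left-out replicates number 12, and 67 of the 96 were called under every one of these. With median centring 19 calls were lost and 5 gained, with no background correction 0 and 24, with the processed signals 1 and 26, with the 6 arrays as independent 0 and 117, and with each time on its own 37 and 32. Without replicates 1, 2 and 3 in turn, 96, 93 and 54 calls were lost and 0, 0 and 12 gained.

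For the comparison with qPCR, the squared correlation at 24 h lay between 0.777 and 0.934 and the slope between 0.944 and 1.12 with 1 replicate left out. At 72 h the squared correlation lay between 0.722 and 0.918 and the slope between 0.668 and 1.07. The mean of the called probes on the linear scale, which covers 14 of the 18 genes at 72 h and 23 of the 30 at 24 h, gave a squared correlation of 0.946 and a slope of 1.01 at 72 h, and 0.926 and 1.21 at 24 h.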

Differences from the paper's values

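The 4 fits of the deposited matrix with 6 arrays per time and the filter on dim probes were tests chosen only after the values were seen.

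The paper reports 466 differentially expressed genes at 24 h, where 240 were called here. Of the alternatives set before the data were examined, values within 1.5 times the paper's came from no background correction (373), the processed signals (376), the deposited matrix (369), the 6 arrays as independent (569), the random block (386), 24 h fitted on its own (402) and the test of gene means (460). Outside stayed median centring (174), saturated spots kept (238), the flag for dim probes (240), the dye effect (711), unpaired groups (187), the share over all probes (240) and each replicate left out (0, 3 and 76). The matrix with 6 arrays and 24 h on its own, chosen after seeing the values, came within with 696. With a variance trend (719), a dye effect (771) or a random block (928) it stayed outside, as did the filter on dim probes (256).

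For the up-regulated genes at 24 h the paper gives 222, against 110 here. Within 1.5 times were no background correction (174), the processed signals (176), the matrix (172), the 6 arrays as independent (271), the random block (177), 24 h on its own (176) and the test of gene means (212), and outside were median centring (76), saturated spots kept (109), the dye effect (341), unpaired groups (91), the left-out replicates (0, 0 and 38), and the flag for dim probes and the share over all probes (110 each). Chosen after seeing the values, the matrix with 6 arrays gave 324, or 333 with a variance trend, both within. With a dye effect it gave 369 and with a random block 444, and the filter on dim probes gave 112, all outside. For the down-regulated genes at 24 h the paper gives 244, against 130 here. Within were, in the same order, 199, 200, 197, 298, 209, 226 and 248. Outside were 98, 129, 370, 96, the left-out replicates with 0, 3 and 38, and the last pair with 130 each. The alternatives chosen after seeing the values were all outside. The matrix with 6 arrays gave 372, with a variance trend 386, with a dye effect 402 and with a random block 484. The filter on dim probes gave 144.

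At 72 h the paper gives 241 genes, against 95 here. Within 1.5 times were the random block (265) and the test of gene means (200). Outside were no background correction (102), the processed signals (99), the matrix (93), median centring (68), saturated spots kept, the flag and the share over all probes (95 each), the 6 arrays as independent (398), the dye effect (524), 72 h on its own (0), unpaired groups (81) and the left-out replicates (0, 0 and 76). The matrix with 6 arrays, chosen after seeing the values, gave 214, with a variance trend 182 and with a dye effect 223, all within. With a random block it gave 73, and the filter on dim probes gave 65, both outside. For the up-regulated genes at 72 h the paper gives 112, against 46 here. The random block (112) and the test of gene means (97) were within, and no other alternative set before the data were examined was, with no background correction at 47, the 6 arrays as independent at 176 and the dye effect at 234. Chosen after seeing the values, the matrix with 6 arrays gave 97, 96 with a variance trend and 108 with a dye effect, all within. With a random block it gave 33, as did the filter on dim probes, both outside. For the down-regulated genes at 72 h the paper gives 129, against 49 here. Again the random block (153) and the test of gene means (103) alone were within among the alternatives set before the data were examined, with no background correction at 55, the 6 arrays as independent at 222 and the dye effect at 290. Chosen after seeing the values, the matrix with 6 arrays gave 117, 86 with a variance trend and 115 with a dye effect, all within. With a random block it gave 40, and the filter on dim probes gave 32, both outside.

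Over both times the paper gives 627 differentially expressed genes, against 316 here. Within 1.5 times were no background correction and the processed signals (445 each), the matrix (433), the 6 arrays as independent (854), the random block (597) and the test of gene means (593). Outside were median centring (232), saturated spots kept (314), the flag and the share over all probes (316 each), the dye effect (1060), each time on its own (402), unpaired groups (253) and the left-out replicates (0, 3 and 148). Chosen after seeing the values, the matrix with 6 arrays gave 816, 818 with a variance trend and 889 with a dye effect, all within. With a random block it gave 959, and the filter on dim probes gave 305, both outside. The paper counts 80 common genes, against 19 here. Within were the 6 arrays as independent (113), the random block (54) and the test of gene means (67). Outside were no background correction and the processed signals (30 each), the matrix (29), median centring (10), saturated spots kept, the flag and the share over all probes (19 each), the dye effect (175), each time on its own (0), unpaired groups (15) and the left-out replicates (0, 0 and 4). The matrix with 6 arrays, chosen after seeing the values, gave 94, 83 with a variance trend and 105 with a dye effect, all within. With a random block it gave 42, and the filter on dim probes gave 16, both outside.

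For *katA* at 24 h the paper's ratio is 0.3, against 0.454 here. The measures are unlike. In the match of names, the authors' ratios were linear-scale means over the share of probes listed as passing. Those here come from the mean log2 ratio over all tested probes, and part of a gap can come from this. Within 1.5 times or the replicate SD were no background correction (0.403), the processed signals (0.403), the matrix (0.403) and leaving out replicate 3 (0.420). The other alternatives set before the data were examined gave between 0.453 and 0.483 and stayed outside. The 4 fits of the matrix with 6 arrays, chosen after seeing the values, also gave 0.403. Of the 173 ratios of Table 1 that were compared, this 1 differed, and 173 lay on the same side of 1, which follows in part from how the names were attached.

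The paper's text states that *mgtE* was up in the presence of nitrate and nitrite, while its Table 1 gives a ratio of 0.7 at 24 h, on the same side of 1 as here. Here its log2 ratio at 24 h was -0.47 ± 0.10, and at 72 h 0.24 ± 0.10.

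Table 1 lists 106 values at 24 h and 67 at 72 h for genes found on the array, and 59 and 44 of these were not called here. Of the 59 and 44, the alternatives set before the data were examined called 12 and 3 (no background correction), 13 and 4 (processed signals), 13 and 3 (matrix), 1 and 2 (median centring), 55 and 33 (6 arrays as independent), 32 and 26 (random block), 55 and 37 (dye effect), 26 and 0 (each time on its own), 3 and 7 (unpaired groups), 20 and 13 (test of gene means) and, without replicate 3, 1 and 9. Chosen after seeing the values, the matrix with 6 arrays called 58 and 24, with a variance trend 58 and 16, with a dye effect 55 and 22 and with a random block 59 and 4, and the filter on dim probes 3 and 1. No setting called 7 of them, which are *mnhA2*, *dltA*, *dltB*, *dltD*, *folD*, *uvrC* and *fapR* at 72 h.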

Other observations

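The comparison of dye-swapped arrays, the comparison with other splits of the samples, the dye effect and the comparison of SDs across genes were tests chosen only after the result was seen, and the exchange of labels and the compression of ratios were set before.

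Replicate 3 at 72 h stood apart from the other replicates of its time. Across probes its log2 ratios correlated at 0.24 with replicate 1 and 0.09 with replicate 2, which correlated at 0.69 with each other, while at 24 h the correlations lay between 0.63 and 0.74. Exchanged labels of its extracts would turn the ratios around, but 85.5% of the genes called at 72 h without replicate 3 changed in the same direction in it. A poorer hybridisation would lower the correlation of its 2 dye-swapped arrays, but this was 0.655, within the range of 0.433 to 0.715 of the other pairs. A biological difference between replicates, such as in the meat or the inoculum, was not tested and stays open. With replicate 3 left out, the called genes at 72 h numbered 76 against 95, 35 of them shared.

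The *leu* and *ilv* genes changed little in 1 replicate per time, replicate 1 at 24 h and replicate 3 at 72 h, and strongly in the others. Compression of all ratios in replicate 1 at 24 h is argued against, because for the 100 other genes that change most in the other replicates the median share of the change was 1.09 (quartiles 0.86 and 1.24), against 0.159 for the *leu* and *ilv* genes. In replicate 3 at 72 h the same share was 0.176 (quartiles -0.17 and 0.46), against 0.135 for the *leu* and *ilv* genes, so that most of these genes changed less in it. Compression of all ratios to such a share is argued against all the same. The SD across genes that the 2 dye-swapped arrays share was 0.833 of the mean of the other replicates (95% interval 0.786 to 0.889 over 1000 resamples of genes). The interval takes genes as independent and does not measure the spread between replicates. A change of at least 1 on the log2 scale was found for 231 genes, against 216 and 394 in replicates 1 and 2. Of the 100 genes, 34 moved in the opposite direction. What sets these replicates apart for the *leu* and *ilv* genes stays open, and a biological difference between replicates was not tested.

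Probes had a dye effect of their own. The difference between the dyes that remains after the ratio is turned had an SD of 0.22 across 17498 gene probes at 24 h and 0.26 at 72 h, and correlated at 0.906 between the times. This is consistent with a dye effect of the probe itself, the same on every slide. Averaging the dye-swapped arrays removes it, whereas taking the arrays as independent leaves it in the residual unless it is fitted. The arrays of a pair of extracts had a consensus correlation of 0.213.

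Other splits of the samples were compared in a fit of the log2 signals of each sample with unpaired groups and each time on its own. The real split gave 291 genes at 24 h and 4 at 72 h there, which are not the 240 and 95 genes called in the model of both times. At each time 1 of 10 splits of the 6 samples into groups of 3 gave as many genes as the real one, namely the real one itself. As 1 of 10 is the smallest share this design allows, chance cannot be excluded by splits.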
